# Meis1 Regulates Nociceptor Development and Behavioral Response to Tactile Stimuli

**DOI:** 10.3389/fnmol.2022.901466

**Published:** 2022-07-06

**Authors:** Zheng Cao, Chengcheng Huang, Fumin Lu, Xuequan Jiang, Yong Hu, Cheng Cao, Zijing Liu

**Keywords:** Meis1, pain, touch, itch, nociceptor, C-LTMR, microarray

## Abstract

Nociceptors in the dorsal root ganglia (DRG) and trigeminal ganglia (TG) are necessary for transmitting pain and itch signals. However, the molecular mechanism regulating nociceptor development remains largely unknown. This study identifies that the transcription factor *Meis1* is generally expressed in two groups of sensory neurons in the developing DRG. During prenatal and neonatal stages, approximately 2/3 of Meis1+ neurons are Runx1+ nociceptors, while 1/3 of Meis1+ neurons are NF200+ myelinated neurons. At postnatal stages, Meis1 expression in nociceptors is gradually reduced. Here, we constructed a *Meis1* conditional knockout mouse line to selectively delete *Meis1* in Nav1.8 lineage nociceptors. Microarray analyses showed that differentially expressed genes in the *Meis1* mutant DRG were enriched in pathways related to sensory perception of pain and nervous system development. In addition, *Meis1* regulates the expression of some marker genes of Nppb+ neurons and C-LTMRs. Furthermore, *Meis1* mutant mice exhibit behavioral deficits in response to light mechanical pain, static touch and chemical itch. Therefore, this study reveals that *Meis1* is required to regulate the development of nociceptors.

## Introduction

Pain and itch are unpleasant sensations triggered by harmful stimuli that evoke a withdrawal or scratching reflex to avoid potential injury. Nociceptors located in the dorsal root ganglia (DRG) and trigeminal ganglia (TG) are specialized primary sensory neurons responding to pain and itch. Single-cell transcriptome and function studies indicate that nociceptors in the DRG are divided into distinct subtypes that are recognized by the expression of a unique combination of marker genes. MAS-related GPR family member D (MrgprD)-expressing neurons mainly respond to mechanical pain and chemical itch induced by β-alanine (Cavanaugh et al., 2009; Liu et al., 2012). Two nonoverlapping subgroups of nociceptors express MAS-related GPR family member A3 (MrgprA3) and natriuretic peptide type B (Nppb). Both express a variety of itch-related molecules and transmit itch signals (Liu et al., 2009; Han et al., 2013; Mishra and Hoon, 2013; Usoskin et al., 2015; Li et al., 2016; Sharma et al., 2020). Tyrosine hydroxylase (TH) is expressed in unmyelinated C-fiber low threshold mechanoreceptors (C-LTMRs), which may be involved in touch (Li et al., 2011). Peptidergic nociceptors include diverse clusters expressing calcitonin gene-related peptide (CGRP) and neurotrophic tyrosine kinase receptor type 1 (TrkA) (Usoskin et al., 2015; Li et al., 2016; Sharma et al., 2020). All of these distinct populations are derived from initial TrkA+ precursors.

A genomic screen of transcription factor expression in the embryonic DRG shows that a limited number of transcription factors are specifically expressed in early TrkA+ neurons, suggesting that they are necessary for controlling the differentiation of nociceptors. During the embryonic period, the runt-domain transcription factor Runx1 is selectively expressed in the majority of TrkA+ nociceptors. During neonatal and postnatal development, the dynamic expression of Runx1 regulates the hierarchical development of nociceptors. Approximately 50% of nociceptors switch off Runx1 and retain TrkA expression, finally differentiating into peptidergic nociceptors. Development of this subgroup is independent of Runx1 (Chen et al., 2006). However, the remaining nociceptors require Runx1 for proper development. The persistent expression of Runx1 is necessary for the differentiation of MrgprD+ and TH+ nociceptors, while the transient expression of Runx1 is required for the development of MrgprA3+ and Nppb+ pruriceptors (Abdel Samad et al., 2010; Lou et al., 2015; Qi et al., 2017). Furthermore, the zinc finger transcription factor Zfp521 is expressed in the TH+ subgroup and segregates TH+ C-LTMR from MrgprD+ neurons (Lou et al., 2015). The homeobox transcription factor Tlx3 is broadly expressed in DRG neurons and is necessary for the development of Runx1-dependent nociceptors (Lopes et al., 2012; Huang et al., 2017).

Myeloid ectopic viral integration site (Meis) transcription factors belong to the TALE (three amino acid loop extension) homeodomain family, including Meis1, Meis2 and Meis3. During organogenesis, Meis factors play pivotal roles in regulating the development of many organs and tissues, including the skeleton, limb, eye and cerebellum (Morales and Hatten, 2006; Owa et al., 2018; Delgado et al., 2021; Dupacova et al., 2021; López-Delgado et al., 2021). Moreover, mutation of *Meis* genes is linked to tumorigenesis, such as leukemia (Imamura et al., 2002a,b) and neuroblastoma (Spieker et al., 2001; Geerts et al., 2003). We found that Meis1 was expressed in a subpopulation of DRG neurons at the embryonic stage. However, the function of Meis1 during the development of somatosensory neurons is entirely unknown. Here, we constructed a conditional *Meis1* knockout mouse line to selectively delete *Meis1* expression in nociceptors. Our studies indicated that Meis1 is required to regulate the development of nociceptors. Furthermore, behavioral studies showed that loss of *Meis1* gene impaired the behavioral response to light mechanical pain, static touch and chemical itch.

## Materials and Methods

### Animals

The generation and genotyping of *Nav1.8-Cre* transgenic mice have been described previously (Agarwal et al., 2004). The morning that vaginal plugs were observed was considered embryonic Day 0.5 (E0.5), and then the pregnant females were fed separately. Both females and males were used in the studies. All animal experiments were approved by the Animal Care and Use Committee of Beijing Institute of Biotechnology.

### Generation of *Meis1* Floxed Mice

A 12 kb genomic fragment containing *Meis1* exon 8 from the BAC clone was cloned into the retrieval plasmid carrying the Diphtheria toxin A (DTA) cassette for negative selection. The 5' *LoxP* site was inserted upstream of exon 8. A *FRT-Neo-FRT-LoxP* fragment was inserted downstream of exon 8 (Supplementary Figure 2). The *Meis1* targeting vector contained a 6.4 kb 5' recombination arm and a 3 kb 3' recombination arm. This targeting vector was electroporated into the J1 embryonic stem (ES) cell line. The G418-resistant ES clones were selected to screen for targeted ES cells with long-range PCR. Two independently targeted ES clones were injected into blastocysts derived from C57BL/6 females. Chimeric mice were mated with C57BL/6 mice to generate heterozygous mice. Germline transmission of the target allele was confirmed by PCR. Heterozygous mice were crossed with the *Flpe* deleter mouse line to remove the *neo* cassette. Mice carrying the floxed *Meis1* allele were referred to as *Meis1*^*F*^ mice. *Meis1*^*F*^ mice were mated with *Nav1.8-Cre* transgenic mice to create *Meis1*^*F*^*; Nav1.8-Cre* mice. Genotyping PCR for *Meis1*^*F*^ mice was performed with the primers 5′-GGGCTGATGGCTTTAGTGTTG-3′ and 5′- CCCGATGGCTACTACCTATTG-3′, and the wild-type allele produced a 484 bp band and the floxed allele produced a 570 bp band.

### *In situ* Hybridization and Immunofluorescence Staining

Mice were anesthetized with isoflurane and perfused with 4% paraformaldehyde in PBS (pH 7.4). DRGs were dissected and post-fixed at 4°C for 3–5 h. Tissues were dehydrated in 20% sucrose at 4°C overnight, embedded in O.C.T., and then they were stored at−80°C before use. The detailed procedures for *in situ* hybridization (ISH) and immunofluorescence (IF) staining have been described previously (Chen et al., 2006). Probes for TrkA, MrgprA3, MrgprB4, MrgprC11, MrgprD, Nppb, Sst, Cysltr2 and TH were used. The probe templates were amplified from cDNAs prepared from the mouse DRG. The probes were synthesized *in vitro* with a digoxigenin (Roche) label. The primary antibodies used for IF staining included rabbit anti-Runx1 (1:50, Abcam), rabbit anti-NF200 (1:1000, Sigma), and rabbit anti-CGRP (1:200, Peninsula) antibodies. The secondary antibodies included an Alexa Fluor 488-conjugated goat anti-rabbit antibody (1:1000, Molecular Probes), Alexa Fluor 568-conjugated goat anti-rabbit antibody (1:1000, Molecular Probes), TSA plus Fluorescein Reagent (1:1000, AKOYA), TSA plus Cy3 Reagent (1:1000, AKOYA), and Cyanine5 Amplific action Reagent (1:500, AKOYA). All primary antibodies and secondary antibodies were incubated with sections overnight at 4°C and 1.5 h at RT, respectively. Images were collected using a Zeiss confocal microscope (Zeiss LSM 800).

### RNAscope

Multilabeling RNAscope was performed according to the manufacturer's instructions (Advanced Cell Diagnostics, ACD). The following probes were used: Meis1 (436361-C1, ACD), Meis2 (436371-C2, ACD), Wfdc2 (440031-C1, ACD) and Ceacam10 (424581-C2, ACD). An RNAscope multiplex fluorescent detection reagent kit (323100, ACD) and RNA protein codetection assays (323180, ACD) were used.

### Microarray Analysis

Total RNA was extracted from the cervical, thoracic and lumbar DRGs from ~2-month-old *Meis1cko* and control mice (*n* = 3 mice per genotype) using an RNeasy Mini Kit (Qiagen) according to the manufacturer's protocol. The RNA samples were sent for microarray analysis at Beijing Kangpusen Biological Technology Company. General procedures were as follows: after quantification and qualification, the synthesis of double-stranded cDNA, *in vitro* transcription of labeled cRNA and hybridization to the GeneChip array were all performed according to standard protocols. Gene expression was analyzed using the Affymetrix mouse genome 430 v2.0 array scanned with the Affymetrix Scanner 3000. The Affymetrix GeneChip command console (version 4.0, Affymetrix) was used to analyze array images and obtain raw data. Next, Genespring software (version 12.5, Agilent Technologies) was employed to complete the basic analysis of the raw data. Differentially expressed genes were then identified based on fold changes as well as *P*-values calculated with *t*-tests. The threshold set for up- and down-regulated genes was a fold change >1.5 and a *P* < 0.05.

### Real-Time PCR

Total RNA was extracted from the cervical, thoracic and lumbar DRGs from ~2-month-old *Meis1cko* and control mice (*n* = 3 mice per genotype) using an RNeasy Mini Kit (Qiagen) according to the manufacturer's protocol. cDNA was synthesized using SuperScript II RT (Invitrogen). Meis1 primers: 5′-ATCCACTCGTTCAGGAGGAA-3′ and 5′- GTTGTCCAAGCCATCACCTT-3′. β-actin was used as control to normalize results. β-actin primers: 5′-AGATCAAGATCATTGCTCCTCCT-3′ and 5′-ACGCAGCTCAGTAACAGTCCG-3′.

### Behavior Test

Two- to three-month-old mutant and control littermates (20–30 g) of either sex were used. All behavioral tests were performed by an experimenter blinded to the genotype. The video recording was subsequently played back in slow motion to permit detailed measurements of behavioral responses directed toward the treated site. Itch and pain behavior experiments were performed as previously described (Huang et al., 2017).

For the chemical itch behavioral test, pruritic compounds were intradermally administered into the nape or cheek after mouse habituation. Behavioral responses were video recorded. The number of scratching bouts with the hindpaw and wiping bouts with the forepaw toward the injection site were counted. The following agents were used: LTD4 (5 μg/50 μl), SLIGRL-NH2 (66 μg/50 μl), chloroquine (200 μg/50 μl), 5-HT (30 μg/50 μl), Compound 48/80 (20 μg/50 μl), histamine (100 μg/10 μl), AITC (50 mM/10 μl) and capsaicin (20 μg/10 μl).

For the mechanical itch behavioral test, the napes of the mice were shaved. After habituation, the napes of the mice were stimulated 5 times with von Frey filaments (0.008–1.4 g). The numbers of scratching bouts were recorded.

For the rotarod test, each mouse was trained for 5 min at a constant speed of 4 rpm on the rotarod. The first trial started at least 1 h after training. Each mouse participated in three trials, separated by 30 min, at speeds accelerating from 4 to 40 rpm (with a 4 rpm increase every 30 s). The trial was finished when the mouse fell off the rotarod. The latency to fall off the rotarod was recorded.

For the von Frey test, the paw withdrawal threshold was determined to be ≥ 5 positive responses in a total of 10 trials with 3-min intervals after stimulation with von Frey fibers (0.008–2 g). For the pinprick test, the numbers of withdrawal responses in 10 trials with 1-min intervals were measured.

For the sticky tape assay, we placed a 9-mm diameter circular adhesive Microtube Tough-Spots on the hindpaw plantar surface and measured the latency of biting or licking to remove the tape. In addition, we placed the adhesive Microtube Tough-Spots on the nape and recorded the scratching bouts in 5 min.

For the cotton swab assay, the hindpaw plantar surface was stimulated by light stroking with a cotton swab, and the numbers of withdrawal responses in 5 trials with 1-min intervals were counted.

We placed mice on a hot plate, and the latency of hindpaw flinching/licking/jumping was measured to assess heat sensitivity. The temperature of the hot plate was set to 50, 52, and 55°C, and all animals were sequentially tested at each temperature with an interval of at least 5 min between tests. The cutoff time was set to 60 s for 50°C, 45 s for 52°C and 30 s for 55°C to avoid tissue injury.

The cold plate was set to 0°C to assess cold sensitivity. The onset of brisk forepaw flinching or hindpaw licking was assessed. For the acetone evaporation test, a drop of acetone was applied to the plantar hindpaw with a tube attached to a syringe. The time that mice spent flicking and/or licking their hindpaws after acetone application was recorded.

For the chemical pain test, capsaicin (2.5 μg/10 μl, dissolved in 7% Tween-80 in 0.9% NaCl) was administered intraplantarly. The time that mice spent licking and flinching after the capsaicin injection was measured for 3 min.

The spared nerve injury (SNI) model for neuropathic pain was established in adult control and *Meis1cko* mice (2–3 months) as described previously (Huang et al., 2017). Animals were subjected to the von Frey test at days 0–20 after lesioning. For CFA-induced inflammation, mice were briefly anesthetized with isoflurane, and 20 μl of complete Freund's adjuvant (CFA, Sigma–Aldrich) were injected into the hindpaw plantar surface. The von Frey test was performed on days 2, 3, and 6 after CFA treatment.

If the same animals were subjected to multiple behavioral tests, we firstly examined innocuous behavior, such as rotarod, von Frey and touch test, and then we performed one type of itch test 3 days later. The innocuous behavioral tests would have no carry over effect on the subsequent chemical or mechanical itch tests. A total of 253 adult mice were used for behavioral analysis in this study, including 180 males and 73 females.

### Cell Counting and Statistical Analysis

DRGs were dissected from three pairs of mutant and control mice. Each DRG was used to prepare eight sets of adjacent sections at 12 μm thickness. Each set was processed for RNAscope, ISH or IF staining. Only cells containing nuclei and showing levels of expression or staining clearly above background were counted. Representative data from experiments that were replicated biologically at least three times with similar results are shown.

For assessments of itching behaviors and acute pain, averages and SEMs were calculated for each group. The difference between the mutant and control groups was subjected to a two-tailed, unpaired Student's *t*-test, with *p* < 0.05 considered significant. For CFA-induced inflammatory and SNI-induced neuropathic pain, time-course measurements were analyzed using analysis of variance between groups (ANOVA) (within each group) and two-way repeated ANOVA (to compare groups), with *p* < 0.05 accepted as statistically significant. The results are presented as the means ± SEMs. Statistical analyses were performed using GraphPad Prism software.

## Results

### *Meis1* Expression Pattern in the DRG

We performed a detailed analysis of Meis1 expression in the DRG at various developmental stages to investigate its function in DRG development. TrkA+ precursor cells were first detected at embryonic day 11.5 (E11.5), whereas Meis1 was not expressed at this stage (data not shown). *Meis1* mRNA expression was first detected in the lumbar DRG at E13.5 (Figure 1A). In embryonic stages, Runx1 is specifically expressed in most, if not all, nociceptors and plays a pivotal role in controlling the differentiation of nociceptive neurons. RNAscope plus immunostaining showed that 62.1% of Meis1+ neurons coexpressed Runx1, whereas only 8.1% of Runx1+ nociceptors colocalized with Meis1 at E13.5 (Figures 1A–E). The expression level of Meis1 in the DRG increased progressively at different embryonic stages. At E15.5, 16.5% Runx1+ neurons showed *Meis1* mRNA expression (Figures 1F–J). By E17.5, *Meis1* expression reached its maximum level and was detected in 28.9% of Runx1+ nociceptors (Figures 1K–O). From E13.5 to postnatal day 0.5 (P0.5), ~2/3 of Meis1+ neurons were colabeled with Runx1. After birth, the percentage of costaining gradually decreased. At P7.5, 17.3% of Runx1+ nociceptors expressed Meis1, and 43.6% of Meis1+ neurons colocalized with Runx1 (Figures 1U–Y). Thus, *Meis1* was dynamically expressed in a subset of Runx1 lineage nociceptors during development, suggesting that Meis1 may be involved in the differentiation of nociceptor subtypes.

**Figure 1:**
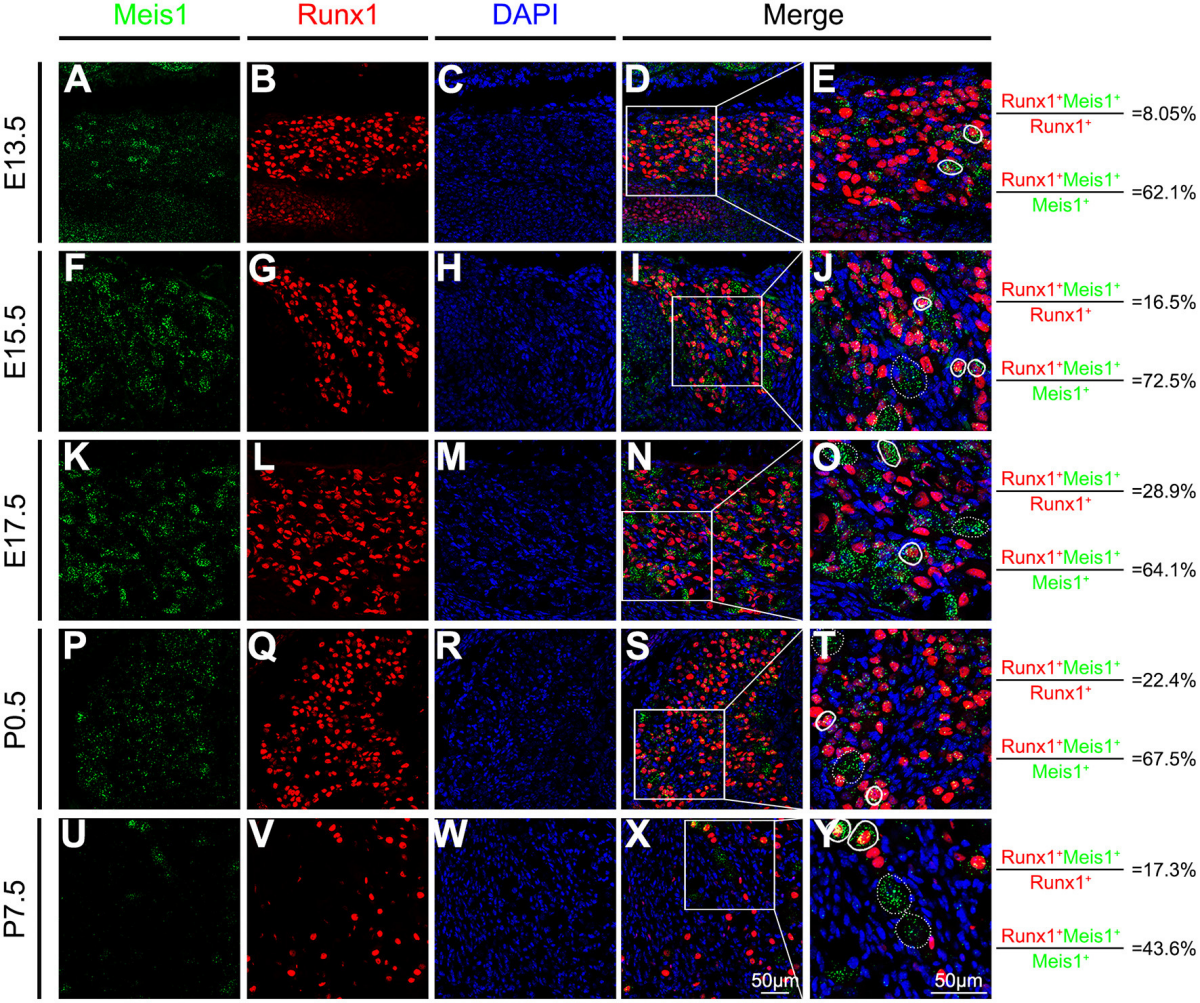
*Meis1* expression pattern in the DRG at different stages. Representative images of lumbar DRG sections costained with an antibody against the Runx1 protein (red) and *Meis1* mRNA (green) in wild-type animals at E13.5 **(A–E)**, E15.5 **(F–J)**, E17.5 **(K–O)**, P0.5 **(P–T)**, and P7.5 **(U–Y)**. Note that 8.05% (379/4711), 16.5% (367/2219), 28.9% (954/3306), 22.4% (684/3052) and 17.3% (370/2142) of Runx1+ neurons coexpressed *Meis1* at E13.5, E15.5, E17.5, P0.5 and P7.5, respectively. Additionally, 62.1% (379/610), 72.5% (367/506), 64.1% (954/1489), 67.5% (684/1013) and 43.6% (370/848) of Meis1+ neurons colocalized with Runx1 at E13.5, E15.5, E17.5, P0.5 and P7.5, respectively. **(E,J,O,T,Y)** Higher magnification views of the images shown in **(D,I,N,S,X)**. Solid lines indicate Meis1+ neurons coexpressing Runx1. *Meis1* was expressed in large neurons indicated with a dotted line. DAPI-stained cell nuclei appeared blue. Quantitative data are shown to the right of the panels. Scale bar: 50 μm.

CGRP is a classic molecular marker of peptidergic nociceptors. We found that 20.0% of Meis1+ neurons colocalized with CGRP at P0.5 (Supplementary Figures 1A–D). Neurofilament 200 (NF200) selectively labels large A-fiber myelinated neurons. Double staining for *Meis1* and NF200 showed that 30.3% of Meis1+ neurons coexpressed NF200 at P0.5 (Supplementary Figures 1E–H), while 67.5% of Meis1+ neurons were Runx1+ nociceptors (Figures 1P–T). At P60, approximately all Meis1+ neurons coexpressed NF200 and were large in diameter. Consequently, two subgroups of Meis1-expressing neurons are identified during DRG development. One group consists of NF200+ myelinated neurons that persistently express Meis1, and the other group consists of Runx1+ nociceptors transiently expressing Meis1.

### Generation of *Meis1* Conditional Knockout Mice

*Meis1* conventional knockout mice die before E14.5 due to extensive hemorrhaging and cardiac defects (Hisa et al., 2004) and are not suitable for determining the potential role of Meis1 in regulating DRG development at later stages. We constructed a mouse line containing a floxed *Meis1* allele (referred to as *Meis1*^*F*^), in which exon 8 encoding part of the homeodomain is flanked by two *LoxP* sites and can be removed by Cre-mediated DNA recombinase, to overcome this limitation (Supplementary Figure 2). By crossing *Meis1*^*F*^ mice with transgenic *Nav1.8-Cre* mice, in which Cre recombinase is driven from a genomic fragment derived from the *Nav1.8* promoter region and is selectively expressed in most nociceptive neurons, we generated *Meis1* conditional knockout mice (referred to as *Meis1cko*). Cre expression is first detected in *Nav1.8-Cre* mice at E16.5. *Meis1* mRNA expression in DRG was examined using the RNAscope assay to verify the efficiency of the *Meis1* gene deletion in mutant mice. *Meis1* expression in Runx1+ nociceptors was significantly decreased in *Meis1cko* mice compared to control littermates (22.4% in control mice vs. 2.31% in *Meis1cko* mice at P0.5; 17.3% in control mice vs. 3.04% in *Meis1cko* mice at P7.5, Figure 2).

**Figure 2:**
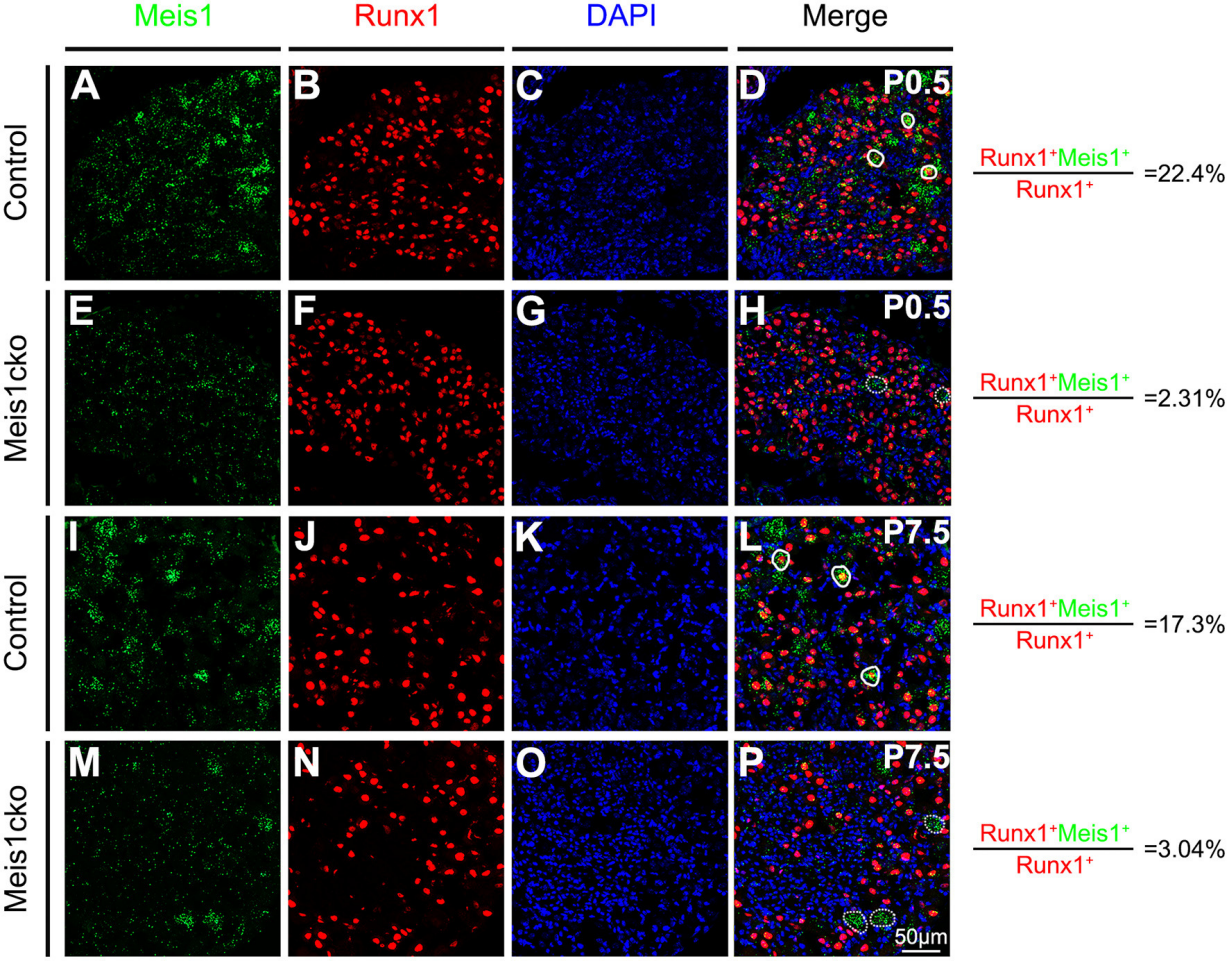
Comparing *Meis1* expression between *Meis1cko* and control DRGs. Representative images of lumbar DRG sections costained with an antibody against the Runx1 protein (red) and *Meis1* mRNA (green) in *Meis1cko* and control mice at P0.5 and P7.5. **(A–H)** 22.4% (684/3052 in control mice) and 2.31% (42/1818 in *Meis1cko* mice) of Runx1+ neurons coexpressed *Meis1* at P0.5. **(I–P)** A total of 17.3% (370/2142 in control mice) and 3.04% (33/1086 in *Meis1cko* mice) of Runx1+ neurons coexpressed *Meis1* at P7.5. Solid lines indicate Meis1+ neurons coexpressing Runx1. *Meis1* was expressed in large neurons indicated with a dotted line. DAPI-stained cell nuclei appeared blue. Quantitative data are shown to the right of the panels. Scale bar: 50 μm.

### Altered Gene Expression in *Meis1cko* DRGs

We performed a microarray analysis to compare control and *Meis1cko* DRGs at the adult stage and to examine whether Meis1 contributes to the regulation of gene expression in DRG on a genome-wide scale. This analysis identified 64 upregulated and 81 downregulated genes (fold-change > 1.50, *p* < 0.05). 

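The arrays measured whole ganglia, in which Cre under the Nav1.8 promoter deletes a floxed exon of Meis1 from nociceptors while other cells of the same tissue also give RNA. Transcripts of large myelinated neurons and of connective tissue were both bright in control DRGs, with a mean intensity of 12339 ± 763 (SD, n = 3 mice) for the neurofilament gene Nefh and 5852 for the proteoglycan gene Dcn. RNA came from the cervical, thoracic and lumbar DRGs of 3 Meis1cko and 3 control mice at P60 and was hybridized to Affymetrix mouse genome arrays in 1 colour, with 1 array per mouse. The methods name an RNeasy kit for the extraction, and the sample labels name Trizol. The deposited values are the authors' normalized intensities on a linear scale, and the paper's text does not name the method of normalization. The median intensity was 62.5, 64.9 and 65.5 on the Meis1cko arrays and 65.0, 64.3 and 64.5 on the control arrays.

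The table holds 45101 probe sets, of which 64 are control probe sets and 45037 were tested. A gene symbol was listed alone for 34945 probe sets, with others for 932 and not at all for 9160, which left 18193 genes with a probe set of their own. A gene is given by its brightest probe set unless another is named, and the values were compared on the log2 scale with limma and Benjamini-Hochberg adjustment over all 45037 probe sets. The spike-in and Actb and Gapdh control probe sets set the replicate 3 array of each genotype apart from the other 4 arrays. For Actb, the log2 difference between the 3′ and 5′ control probe sets averaged 0.43 on those replicate 3 arrays and 1.38 on the others. The number of arrays limits the precision of every value.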

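The differences that passed the adjusted threshold lay in 7 probe sets, and no nociceptor marker was among their genes. A probe set of Lztfl1, which encodes a regulator of ciliary trafficking, rose from 16.9 ± 3.04 in control DRGs to 365 ± 56.0 in Meis1cko DRGs (SD, n = 3 mice), a log2 fold change of 4.44 (SE 0.18, adjusted p = 0.00122 from limma). Probe sets of the zinc finger genes Zfp874a and Zfp945 and of the immunoglobulin heavy chain gene Ighm also rose, with log2 fold changes of 3.21, 2.66 and 2.36. The control means of Lztfl1 and Zfp874a (15.4) lay below the 25th percentile of every array (20.8 at the lowest), so their fold changes are not exact. Probe sets of Xaf1, of the ribosomal protein gene Rps9 and of Pnma2 fell, with log2 fold changes of -4.97, -4.51 and -2.73. The other probe sets of these genes gave other values. Those at or above the median intensity had log2 fold changes of -0.46, 0.33 and -0.31 for Lztfl1, 0.79 for Xaf1, -0.17 for Rps9, -0.21 for Zfp945, -0.02 for Pnma2 and 1.61, 0.70 and -0.07 for Ighm. None of these passed.

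Brightest probe sets at or above the median intensity that separated all Meis1cko from all control mice did not pass the adjusted threshold, and the 10 genes with the smallest p in each direction are named here. The higher ones were Lars2, Zfp994, 2010315B03Rik, Prxl2c, Gpnmb, Sox17, Hs3st6, Dynlt1f, Anxa4 and Ighm, with log2 fold changes between 0.75 and 2.09. The lower ones were Lum, which encodes a proteoglycan of the collagen matrix, Wfdc2, Cnmd, Pmp2, Tbc1d4, Pdlim2, Prdx2, Tyrp1, Armcx6 and Gng8, with log2 fold changes between -1.53 and -0.70. Lum had a mean intensity of 1064 ± 132 in control and 418 ± 26.7 in Meis1cko DRGs, and its adjusted p was 0.0686 in limma.

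In all, 4 probe sets were higher and 3 lower at an adjusted p under 0.05 in limma, and 1043 had an unadjusted p under 0.05 where chance alone would give 2252. At the thresholds of the paper's methods, a fold change over 1.5 and a p under 0.05, limma passed 143 higher and 161 lower probe sets, which belong to 102 and 126 distinct genes. The methods' t-test passed 92 higher and 93 lower probe sets at those thresholds and 0 after Benjamini-Hochberg adjustment. With the replicates paired by number, 3148 probe sets had an unadjusted p under 0.05 in limma, above the 2252 of chance. In this paired fit, 20 probe sets were higher and 17 lower at the adjusted threshold. Of the named genes, 5 of the 10 higher and 7 of the 10 lower passed. With both replicate 3 arrays left out, 17 were higher and 9 lower, and 312 and 271 passed the thresholds of the methods.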

The regulatory pathway analysis showed that differentially expressed (DE) genes were enriched in the sensory perception of pain, nervous system development, cell differentiation, regulation of apoptosis and metabolic processes (Table 1). 

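The genes of Table 1 that differed on their brightest probe set at the thresholds of the paper's methods included regulators of transcription in both directions. Sox11 had a mean intensity of 170 ± 26.4 in control and 270 ± 27.5 in Meis1cko DRGs (SD, n = 3 mice), a log2 fold change of 0.67 (SE 0.16). The immediate early gene Egr3 went from 165 ± 64.5 to 59.4 ± 20.5, a log2 fold change of -1.46 (SE 0.33). The other probe set of Egr3 had 0.02, and the other 5 of Sox11 had between -0.47 and 0.72 and did not pass. Fbp2, which encodes a fructose bisphosphatase of muscle, had a log2 fold change of -1.29, the melanocyte gene Tyrp1 of -1.28, the peroxiredoxin gene Prdx2 of -0.70 and the signalling scaffold gene Card10 of -0.70.

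Of the 29 genes of Table 1 analysed here, 24 had at least 1 probe set past those thresholds, 11 higher and 13 lower by the probe set with the smallest p. For 13 genes the brightest probe set passed, and for 11 a dimmer one alone. A probe set of the lysosomal protease gene Ctsl had intensities of 22.9 in control and 113 in Meis1cko DRGs, while its brightest probe set had 10758 and 12354, a log2 fold change of 0.20. Aktip, Mmut (Mut in Table 1), Sema3b and Cntn2 likewise passed on a dimmer probe set. The passing and the brightest probe set had opposite signs for Arsk (1.08 and -0.27), Glce (1.09 and -0.06) and Nedd4 (0.67 and -0.03). The control mean of the passing Glce probe set (19.9) lay below the 25th percentile of every array (20.8 at the lowest), so its fold change is not exact. The Meis1cko mean of the passing Mmut probe set (9.36) did too, and its fold change is not exact either. Prdx2 passed on both its probe sets, with 2.10 on the dimmer one. P2rx7, Tsc1, Traf4, Paqr5 and Wnt4 did not pass on any probe set, with log2 fold changes of 0.06 for Tsc1 and Traf4, -0.44 for Paqr5 and -0.12 for Wnt4.

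None of the brightest probe sets passed the adjusted threshold of limma over all probe sets, and 12 passed when adjusted over the list alone, which is not independent evidence since the genes were chosen on these arrays. With the replicates paired, the brightest probe sets of Egr3 (adjusted p = 0.00608) and Tyrp1 (adjusted p = 0.00881) and the dimmer ones of Prdx2 (adjusted p = 0.00205) and Ctsl (adjusted p = 0.0127) passed in limma, while the brightest of Prdx2 did not (adjusted p = 0.0982). As whole lists against all other genes, the apoptosis, differentiation and metabolic genes of Table 1 lay lower in Meis1cko DRGs (camera, adjusted p = 2.22e-05, 4.34e-05 and 0.0307), and the genes of nervous system development did not pass (adjusted p = 0.672). Prdx2 is in both the apoptosis list (4 measured genes) and the differentiation list (5 measured genes). All of these lists hold genes chosen on these arrays, so their shifts are not independent evidence either. With an estimated correlation between genes, none of these lists passed (adjusted p = 0.125, 0.125, 0.434 and 0.902). Averaging the probe sets of each gene also ended the camera calls of the apoptosis (adjusted p = 0.634) and metabolic lists (0.921). The differentiation list then turned higher without passing (0.731). The metabolic list lost its call in further fits, among them eBayes with a trend (0.0615) and quantile normalization (0.0560). Adjusted over each list alone, 2 apoptosis, 3 differentiation and 2 metabolic genes were lower, and 2 genes of nervous system development were higher and 2 lower. In the paired fit the apoptosis and metabolic lists had 3 lower each, and the other counts were the same.

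**Figure D1:**
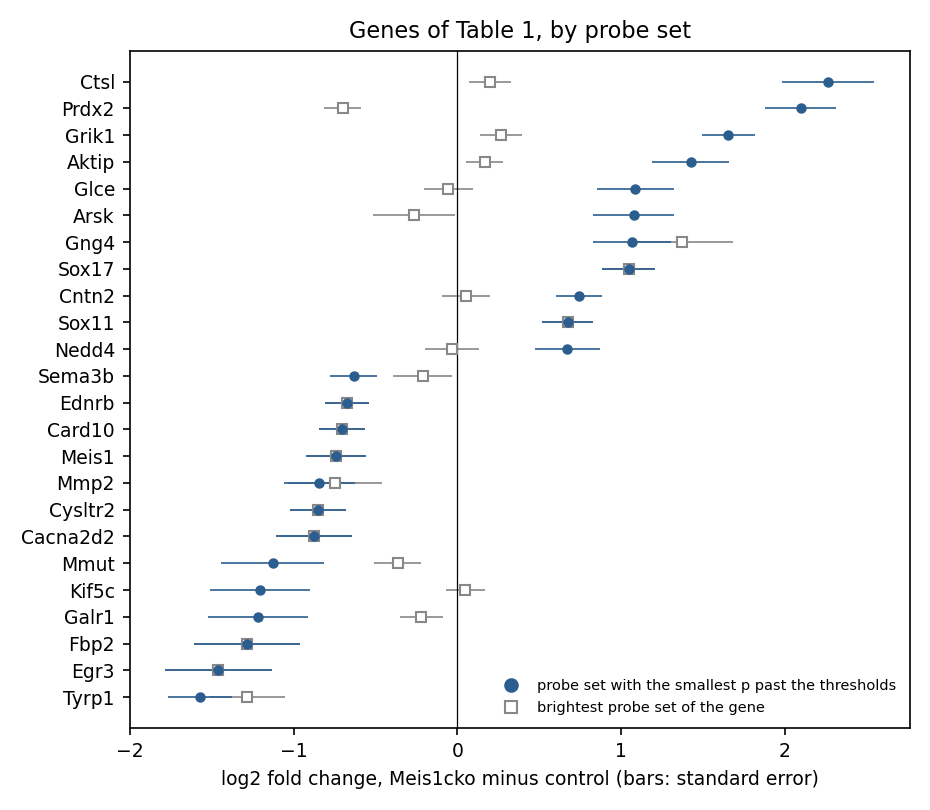
Log2 fold changes (Meis1cko minus control, with standard errors, 3 mice per genotype) of the 24 genes of Table 1 with a probe set past the thresholds of the paper's methods. Filled circles mark the passing probe set with the smallest p and open squares the brightest probe set of the gene: the squares of Ctsl (0.20) and Grik1 (0.27) lie near 0, and those of Prdx2 (-0.70), Arsk (-0.27), Glce (-0.06), Kif5c (0.05) and Nedd4 (-0.03) lie across 0 from their circles.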

A previous report showed that Meis1 modulates cell proliferation and differentiation by regulating metabolism (Kocabas et al., 2012). Our microarray data supported the hypothesis that Meis1 is involved in regulating the development of nociceptors.

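Genes of nociceptor identity and excitability outside Table 1 did not pass the adjusted threshold in Meis1cko DRGs. Scn10a, which encodes the sodium channel Nav1.8 of nociceptors, had a mean intensity of 751 ± 53.6 in control and 1052 ± 141 in Meis1cko DRGs (SD, n = 3 mice), a log2 fold change of 0.48 (SE 0.14) with an adjusted p of 1 in limma. The nociceptor transcription factor genes Runx1 and Tlx3 had log2 fold changes of 0.03 (SE 0.26) and -0.10 (SE 0.14).

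Among the 25 measured pain perception genes outside Table 1, none was higher or lower, also when adjusted over the list alone. The members with the smallest p after Scn10a were the opioid receptor gene Oprk1 at -0.41, the purinergic receptor gene P2rx4 at -0.27 and the calcium channel gene Cacna1h at 0.26 on the log2 scale. All 38 genes of nervous system development outside Table 1 were measured and none was higher or lower, with log2 fold changes of 0.35 for the guidance cue gene Slit3, -0.46 for Dcx (-0.24 without Meis1cko replicate 3), -0.21 for the growth cone gene Gap43 and 0.31 for the netrin receptor gene Unc5c. Neither list was shifted against all other genes (camera, adjusted p = 0.630 for pain perception and 0.785 for nervous system development). Of 50 probe sets given a simulated 2-fold change on these arrays, limma recovered 16.0% over all probe sets, so that most changes of this size are missed at that threshold. The paper gives the pathways of Table 1 and an earlier report on Meis1 and metabolism, and takes its array data as evidence for a part of Meis1 in nociceptor development.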

**Table 1:** Enriched biological processes for differentially expressed genes in *Meis1cko* DRGs.

**GO biological process term**	**GENE**
Sensory perception of pain	*P2rx7; Ednrb; Grik1; Cysltr2; Galr1; Mmp2; Kif5c; Gng4; Cacna2d2*
Metabolic process	*Fbp2; Aktip; Glce; Ctsl; Kif5c; Mut; Tyrp1; Arsk*
Nervous system development	*Egr3; Sox11; Sema3b; Grik1; Nedd4; Tsc1; Ednrb; Sox17*
Regulation of apoptosis	*Prdx2; Card10; Traf4; Park2; P2rx7; Als2*
Cell Differentiation	*Prdx2; Paqr5; Wnt4; Cntn2; Meis1*

*Meis1* expression was markedly reduced in mutant DRGs but was not completely lost (Table 2). This finding was consistent with the fact that not all Meis1+ neurons were nociceptors. 

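Meis1, the targeted gene, was lower in every Meis1cko mouse than in every control mouse on its brightest probe set, and a signal remained in the mutants. Its mean intensity was 115 ± 27.2 in control and 67.4 ± 4.17 in Meis1cko DRGs (SD, n = 3 mice), a ratio of 0.589. The log2 fold change was -0.74 (SE 0.18), with an unadjusted p of 0.00434 and an adjusted p of 1 over all probe sets in limma. With the replicates paired, the adjusted p over all probe sets was 0.160 in limma. The 3 Meis1cko mice had intensities of 66.0, 72.1 and 64.2, and the control mice 110, 144 and 90.2. Both other probe sets of Meis1 were dim, at 32.0 and 20.2 in control DRGs, and had log2 fold changes of 0.13, with every Meis1cko mouse above every control mouse, and of -0.16.

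Groups that do not overlap, in either direction, give an exact permutation p of 0.1, the smallest that 3 mice against 3 allow. The place of these probe sets relative to the deleted exon was not analysed here, so their signal can include transcripts of the deleted allele. The 12 measured genes of Table 2, which the paper reports from these arrays and which are not independent evidence, lay lower as a list in Meis1cko DRGs (camera, adjusted p = 9.27e-07), and this did not pass with an estimated correlation between genes (adjusted p = 0.125). Adjusted over the list alone, 3 were lower, and 6 with the replicates paired.

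**Figure D2:**
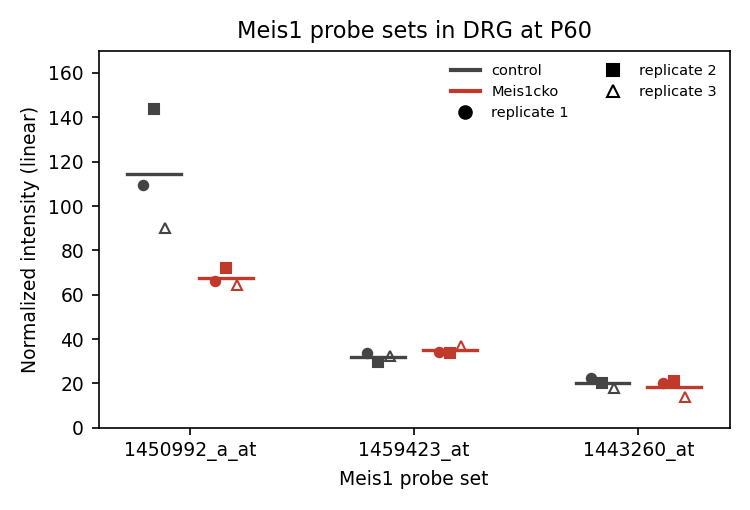
Normalized intensity (linear scale) of the 3 Meis1 probe sets in each control and Meis1cko mouse at P60, with group means as bars. On the brightest probe set the Meis1cko mice lie between 64.2 and 72.1, below the control mice at 90.2 to 144, on the next they lie at 33.8 to 36.8, above the control mice at 29.9 to 33.7, and on the dimmest the groups overlap.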

*Meis2* is a member of the *Meis* family and is highly homologous to *Meis1*. In developing DRGs, nearly all Meis1+ neurons coexpressed *Meis2* at different stages, and *Meis1* was only expressed in a subset of Meis2+ neurons. RNAscope identified that *Meis2* expression was similar between *Meis1* mutants and control littermates at P0.5 and P60 (Supplementary Figure 3). 

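Meis2 had a mean intensity of 447 ± 95.9 in control and 505 ± 192 in Meis1cko DRGs (SD, n = 3 mice) on its brightest probe set, and the mice of both genotypes overlapped. The log2 fold change was 0.12 (SE 0.29, adjusted p = 1 from limma), within the spread between mice. The other Meis2 probe sets had log2 fold changes of -0.13, 0.04 and 0.10. Among the 10 measured genes of the TALE homeobox family, Meis1 was the only one lower when adjusted over the list alone (adjusted p = 0.0434 from limma), and none was higher. The cofactor gene Pbx4 had a log2 fold change of -0.12, and the repressor genes Tgif1 and Tgif2 had 0.20 and -0.11. The family was not shifted as a list (camera, adjusted p = 0.672). Without Meis1cko replicate 2, the log2 fold change of Meis2 was -0.15.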

Consistent with this finding, microarray data showed that *Meis2* expression was normal in *Meis1cko* DRGs. At P60, *Meis1* expression was only detected in a small population of large neurons, while the expression in nociceptors was downregulated to levels not detectable (Supplementary Figure 3J).

**Table 2:** Microarray analysis showing the transcript reads of a subset of cluster-specific marker genes.

		**Transcript reads**			
**Classes**	**Gene**	**Control**	**Meis1cko**	**Foldchange**	***P*-value**
	*Meis1*	115	67	0.58	0.0214
	*Meis2*	340	317	0.93	0.7431
Nppb	*Cysltr2*	111	62	0.56	0.0099
	*Nppb*	1,661	1,490	0.90	0.5241
	*Sst*	319	275	0.86	0.5656
	*F2rl1*	203	149	0.73	0.1840
TH	*Wfdc2*	260	96	0.37	0.0007
	*Ceacam10*	374	288	0.77	0.1003
	*TH*	1,436	1,027	0.72	0.2750
	*Tafa4*	1,179	1,049	0.89	0.4705
	*Zfp521*	1,074	856	0.80	0.1233
MrgprA3	*MrgprA3*	741	874	1.18	0.3333
	*Hrh1*	41	35	0.85	0.3914

Single-cell RNA sequencing and functional studies classify the somatosensory neurons in the DRG into distinct clusters. Specific marker genes were identified in each cluster. 

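Ntrk3, the neurotrophin receptor gene of proprioceptors and other large neurons, had a mean intensity of 627 ± 24.9 in control and 876 ± 47.6 in Meis1cko DRGs (SD, n = 3 mice), a log2 fold change of 0.48 (SE 0.11). Its adjusted p was 1 over all probe sets in limma and 0.0551 over the list of mechanoreceptor and proprioceptor markers alone. The nuclear receptor gene Esrrg had a log2 fold change of 0.38, the proprioceptor transcription factor gene Runx3 0.32, the potassium channel gene Kcna1 0.19 and the neurofilament gene Nefh 0.06.

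Of the 17 measured mechanoreceptor and proprioceptor markers, none was higher or lower over all probe sets or when adjusted over the list alone, and with the replicates paired Ntrk3 was higher over the list alone (adjusted p = 0.0363 from limma). Of the 17, 16 had a log2 fold change above 0, with a median of 0.08. This small shift against all other genes passed with the preset correlation of camera (adjusted p = 5.31e-04) and did not pass with an estimated correlation (adjusted p = 0.125). The log2 fold change of Ntrk3 averaged over all its probe sets was -0.00320.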

The expression of well-known markers of mechanoreceptors and proprioceptors was similar between the two genotypes. 

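Trpa1, the irritant receptor gene, had a mean intensity of 680 ± 13.2 in control and 685 ± 89.3 in Meis1cko DRGs (SD, n = 3 mice), and the capsaicin receptor gene Trpv1 had 1707 ± 212 and 1469 ± 229, with log2 fold changes of 0.00 (SE 0.13) and -0.22 (SE 0.16). The chloroquine receptor gene Mrgpra3 had a log2 fold change of 0.21 (SE 0.18) and the histamine receptor gene Hrh1 of -0.22 (SE 0.23). None of these passed the adjusted threshold of limma.

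The 12 measured peptidergic nociceptor markers had a median log2 fold change of -0.07, and none was higher or lower. Those with the smallest p were Tafa1 at -0.29, the opioid receptor gene Oprm1 at 0.28, Smr2 at -0.31 and the neuropeptide gene Adcyap1 at -0.18. The 5 measured MrgprA3+ neuron markers had a median of 0.03 and none was higher or lower, with 0.11 for Mrgpra1 and -0.10 for the GDNF receptor gene Gfra1. None of the 6 measured MrgprD+ neuron markers was higher or lower either, with 0.27 for the kainate receptor gene Grik1, 0.18 for the lysophosphatidic acid receptor gene Lpar3, 0.23 for the angiotensin receptor gene Agtr1a and 0.11 for the phospholipase gene Plcb3. No list had a member past the threshold when adjusted over the list alone.

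As lists against all other genes, the peptidergic and MrgprA3+ neuron markers were not shifted (camera, adjusted p = 0.530 and 0.785). The MrgprD+ neuron markers lay higher (adjusted p = 0.0302), which did not pass with an estimated correlation (adjusted p = 0.335). Mrgprd, Mrgprb4, Mrgprx1 and Calca have no probe set listed for them alone and were not analysed here.

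**Figure D3:**
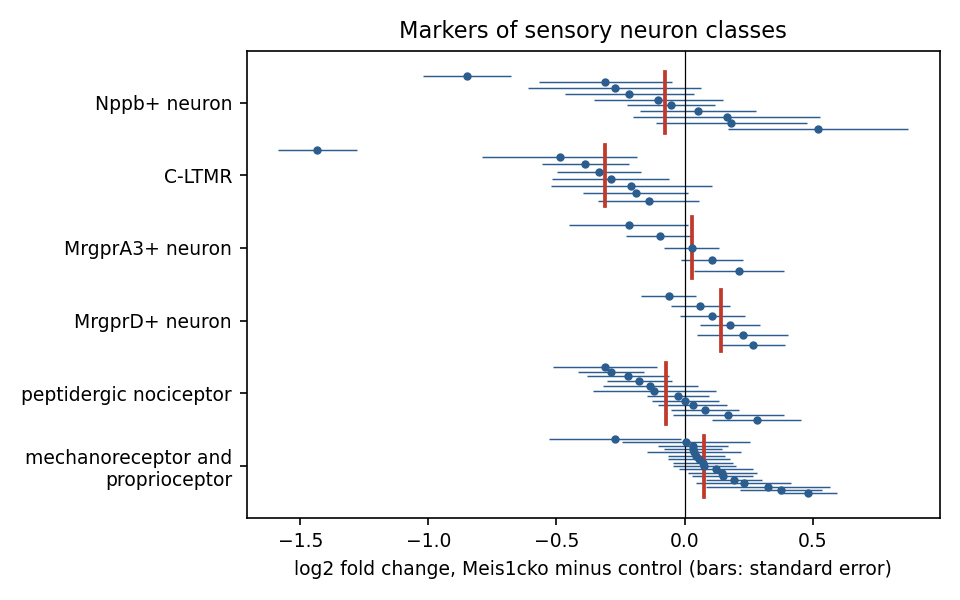
Log2 fold changes (Meis1cko minus control) of the measured markers of 6 sensory neuron classes, 1 point per gene with its standard error, 3 mice per genotype, and a vertical bar at each list's median. The medians of the peptidergic (-0.07) and MrgprA3+ (0.03) markers lie at 0, and the lowest points are Cysltr2 among the Nppb+ markers and Wfdc2 among the C-LTMR markers.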

Unexpectedly, the expression of most nociceptor-related molecules was largely unaffected in *Meis1cko* DRGs. Cysltr2, the specific receptor for LTC4 (leukotriene C4) and its downstream metabolite LTD4 (leukotriene D4), is selectively expressed in Nppb+ neurons and is related to acute and chronic itch (Solinski et al., 2019; Voisin et al., 2021). Its expression was significantly downregulated in *Meis1* mutants. 

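Cysltr2, a leukotriene receptor gene with 1 probe set, had a mean intensity of 111 ± 14.4 in control and 61.7 ± 10.6 in Meis1cko DRGs (SD, n = 3 mice), and every Meis1cko mouse lay below every control mouse. Its log2 fold change was -0.85 (SE 0.17). The unadjusted p was 0.00144 and the adjusted p 0.957 over all probe sets in limma. With the replicates paired, the adjusted p over all probe sets was 0.0717 in limma. Cysltr2 was the 1 lower member of the 10 Nppb+ neuron markers when adjusted over the list alone (adjusted p = 0.0144). The other markers of these neurons did not follow it. The natriuretic peptide gene Nppb had 1661 ± 172 in control and 1490 ± 565 in Meis1cko DRGs, a log2 fold change of -0.22 (SE 0.25), and the somatostatin gene Sst had -0.27 (SE 0.34). The serotonin receptor gene Htr1f had 0.52 (SE 0.35, with 0.27 without Meis1cko replicate 2 and 0.92 without Meis1cko replicate 3) and the sphingosine phosphate receptor gene S1pr1 had -0.31 (SE 0.26), and neither passed. As a list the Nppb+ neuron markers were not shifted (camera, adjusted p = 0.487). Without Meis1cko replicate 1, the list lay lower (camera, adjusted p = 0.0415), and the other fits with 1 array left out reached 0.750. The adjusted p was 0.816 with an estimated correlation. In fry, a different test of whether the genes move one way on balance, it was 0.983.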

Wfdc2 is specifically expressed in C-LTMRs which have been proposed to respond to light touch. Microarray data revealed an obvious decrease in *Wfdc2* expression in *Meis1cko* DRGs.

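Wfdc2, which encodes a secreted protein with whey acidic protein domains, had a mean intensity of 260 ± 37.5 in control and 96.1 ± 11.2 in Meis1cko DRGs (SD, n = 3 mice), a ratio of 0.370. The 3 Meis1cko mice had 86.1, 94.0 and 108, and the control mice 229, 302 and 250. The log2 fold change was -1.43 (SE 0.15), with an adjusted p of 0.0805 over all probe sets in limma. Adjusted over the list of C-LTMR markers alone, it was lower (adjusted p = 2.00e-04 from limma). With the replicates paired it fell over all probe sets (adjusted p = 0.0122 from limma).

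The other C-LTMR markers moved less. Ceacam10 had 374 ± 41.3 in control and 288 ± 53.2 in Meis1cko DRGs, a log2 fold change of -0.39 (SE 0.17), and of -0.24 without Meis1cko replicate 3. Th, which encodes tyrosine hydroxylase, had a log2 fold change of -0.49 (SE 0.30, with -0.23 without control replicate 3 and -0.76 without Meis1cko replicate 3), the transcription factor gene Zfp521 of -0.33 (SE 0.16) and the chemokine-like gene Tafa4 of -0.19 (SE 0.21), and none of them passed over all probe sets. All 8 measured C-LTMR markers had a log2 fold change below 0, with a median of -0.31, and as a list they lay lower than all other genes (camera, adjusted p = 5.86e-06). With an estimated correlation between genes, this did not pass (adjusted p = 0.125), while fry, which tests whether the genes move one way on balance, gave an adjusted p of 0.0368, and of 0.104 with the replicates paired. Adjusted over the list alone, 1 marker was lower, and with the replicates paired 4 were. These were Wfdc2, Th (adjusted p = 0.00673 from limma), Ceacam10 and Zfp521. Tafa4 and these genes are also in Table 2, which the paper reports from these arrays and whose values had been seen. The tests of this list are therefore not independent evidence.

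**Figure D4:**
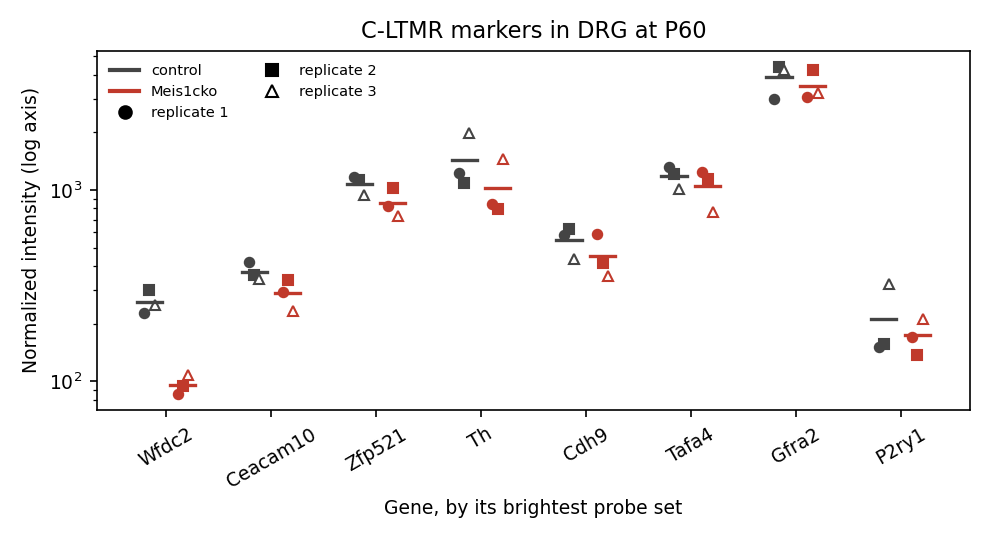
Normalized intensity (log axis) of the 8 measured C-LTMR markers in each control and Meis1cko mouse at P60, with group means as bars and 3 mice per genotype. The Meis1cko mice lie at 86.1 to 108 for Wfdc2, below the control mice at 229 to 302, and the genotypes overlap for Th, Zfp521 and Tafa4. For Th, Zfp521 and Tafa4, each Meis1cko mouse lies below the control mouse of the same replicate number.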

We selected a number of marker genes for an in-depth analysis with *in situ* hybridization and RNAscope to further verify the microarray results. We focused on the expression of cluster-specific markers. As expected, the expression of multiple nociceptor markers, including *Trpa1, Trpv1, Nppb, Sst, MrgprA3, MrgprB4, MrgprD* and *TrkA*, was almost identical between the two genotypes (Figure 3 and Supplementary Figure 4). Consistent with microarray analyses, the number of Cysltr2-positive neurons was decreased in *Meis1cko* lumbar DRGs (9.1 ± 0.8 in control mice versus 6.3 ± 0.5 in *Meis1cko* mice, n = 3 mice per group; *p* = 0.008, Figures 3D–F). According to previous studies, the expression levels of C-LTMR markers in DRGs vary at different axial levels. The relative proportion of TH+ neurons in the thoracic DRG is much higher than that in the cervical and lumbar DRG (Sharma et al., 2020). Therefore, we systematically examined the expression of *TH, Wfdc2* and *Ceacam10* in cervical, thoracic and lumbar DRGs. *TH* expression at different axial levels was normal in mutant DRGs (Figures 4A–G). *Wfdc2* expression in thoracic DRG was similar between the two genotypes, whereas the number of Wfdc2+ neurons in cervical and lumbar DRGs was significantly decreased in *Meis1cko* mice (cervical DRG: 24.5 ± 3.1 in control mice vs. 10.4 ± 0.8 in *Meiscko* mice, *p* < 0.0001; lumbar DRG: 27.9 ± 2.3 in control mice vs. 20.8 ± 1.6 in *Meis1cko* mice; *p* = 0.013. *n* = 3 mice per group, Figures 4H–N). *Ceacam10* expression in the cervical DRG was obviously reduced in mutant mice (16.0 ± 2.2 in control mice vs. 6.6 ± 0.5 in *Meiscko* mice, *n* = 3 mice per group; *p* < 0.0001, Figures 4O–U), while the expression of *Ceacam10* in thoracic and lumbar DRGs was unaffected in *Meis1cko* mice. Our findings suggested that Meis1 may play different roles in regulating the development of C-LTMR at different axial levels. We also examined the expression of a subset of markers, including MrgprD, MrgprA3, Nppb and Cysltr2, to further clarify whether Meis1 regulates the expression of other cluster-specific markers via this mechanism (Supplementary Figure 5). We observed significantly decreased *Cysltr2* expression in the thoracic DRG of *Meis1cko* mice (6.9 ± 0.6 in control mice vs. 5.0 ± 0.5 in *Meis1cko* mice, *n* = 3 mice per group; *p* = 0.014; Supplementary Figures 5P–R), yet its expression was normal in the cervical DRG. The expression of *MrgprD, MrgprA3* and *Nppb* was similar between control and *Meis1cko* DRGs at the cervical and thoracic levels (Supplementary Figure 5). Thus, Meis1 plays a role in controlling a portion of molecular features of Nppb+ neurons and C-LTMRs, including the expression of Cysltr2, Ceacam10 and Wfdc2.

**Figure 3:**
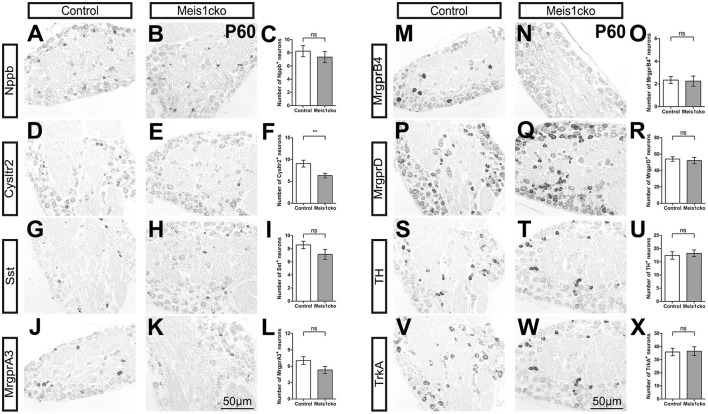
Expression of a subset of known cluster-specific markers in *Meis1cko* and control lumbar DRGs. ISH with the indicated probes on L4 or L5 lumbar DRG sections from 3 pairs of P60 *Meis1cko* and control mice. **(D–F)** *Cysltr2* expression were significantly decreased from 9.1 ± 0.8 in control DRGs to 6.3 ± 0.5 in *Meis1cko* DRGs, *p* = 0.008. **(A–C)** *Nppb*, **(G–I)** *Sst*, **(J–L)** *MrgprA3*, **(M–O)** *MrgprB4*, **(P–R)** *MrgprD*, **(S–U)** *TH*, and **(V–X)** *TrkA* expression. Error bars represent the SEM. Significant differences were determined using unpaired Student's *t*-test: **p < 0.01 ns, Not significant. Scale bar: 50 μm.

**Figure 4:**
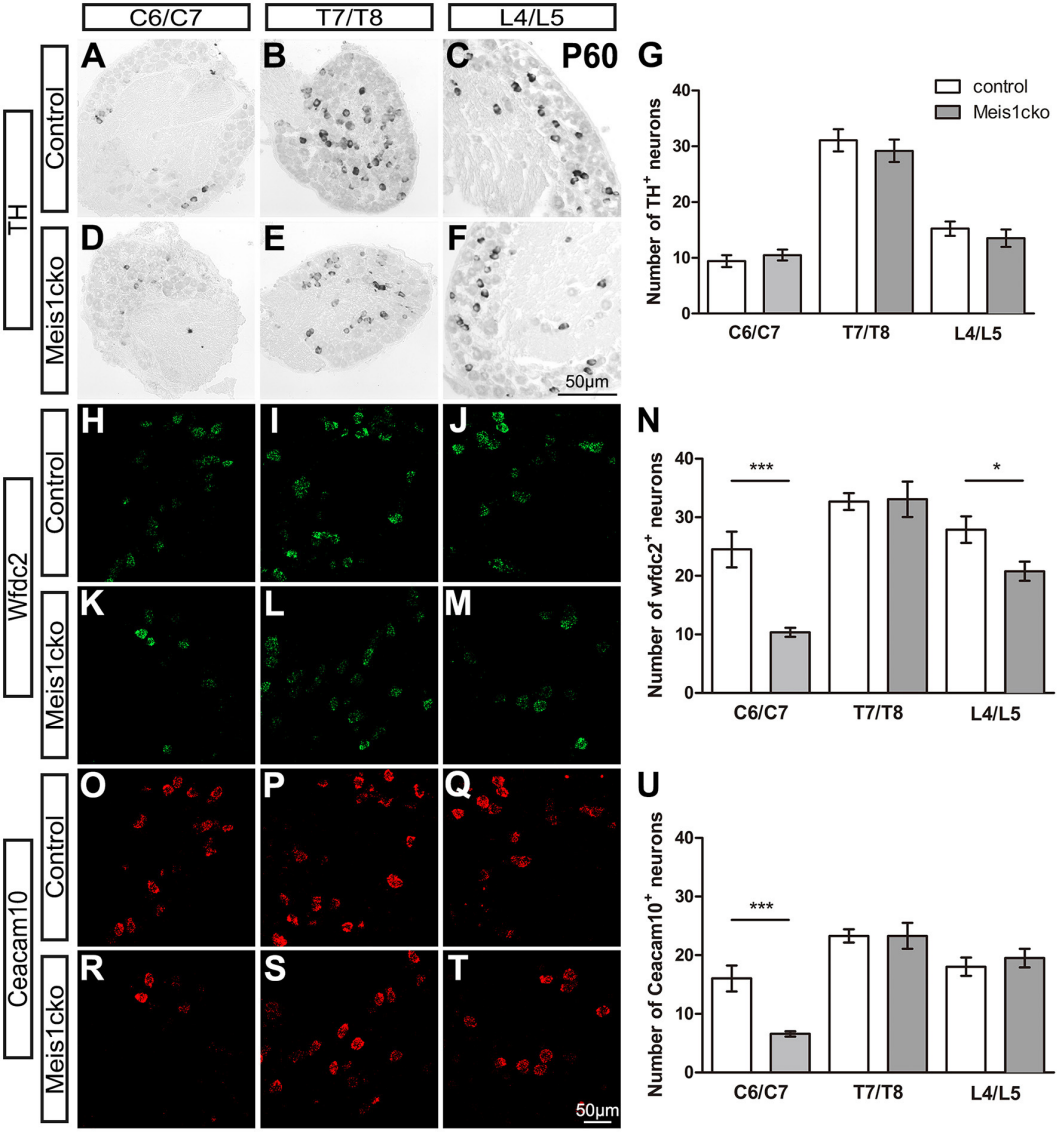
Expression of C-LTMR-specific markers in *Meis1cko* and control DRGs at different axial levels. **(A–U)** ISH and RNAscope were used to examine the expression of *TH, Wfdc2* and *Ceacam10* in cervical (C6/C7), thoracic (T7/T8) and lumbar (L4/L5) DRGs from 3 pairs of P60 *Meis1cko* and control mice. **(A–G)** *TH* expression was unchanged at different axial levels. **(H–N)** The number of Wfdc2+ neurons was significantly decreased in cervical and lumbar DRGs (in C6/C7: 24.5 ± 3.1 in control mice, 10.4 ± 0.8 in *Meis1cko* mice, *p* < 0.0001; in L4/L5: 27.9 ± 2.3 in control mice, 20.8 ± 1.6 in *Meis1cko* mice, *p* = 0.0131). **(O–U)** The number of Ceacam10+ neurons was obviously reduced in cervical DRGs (16.0 ± 2.2 in control mice, 6.6 ± 0.5 in *Meis1cko* mice, *p* < 0.0001). Error bars represent the SEM. Significant differences were determined using unpaired Student's *t*-test: *p < 0.05 and ***p < 0.001. ns, Not significant. Scale bar: 50 μm.

We compared control and *Meis1* mutant DRGs at P0.5 and P7.5, when the expression of a few nociceptor-related markers is initiated in wild-type mice, to investigate whether Meis1 regulates the establishment of a distinct subgroup of nociceptors. At P0.5, we examined the expression of *MrgprA3, MrgprC11* and *MrgprD*. At P7.5, *Nppb, Sst*, and *Cysltr2* were first detected (Supplementary Figure 6). The mRNA expression levels of these markers were identical in control and mutant DRGs. Therefore, Meis1 is not required to induce the expression of these markers and regulates the initial differentiation of nociceptors.

### Impaired Pain Behavior in *Meis1cko* Mice

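Among the 9 genes that Table 1 lists under sensory perception of pain, the lower ones included a receptor of satellite glia and a subunit of calcium channels. Ednrb, the endothelin B receptor gene, had a mean intensity of 1409 ± 137 in control and 883 ± 83.0 in Meis1cko DRGs (SD, n = 3 mice), a log2 fold change of -0.67 (SE 0.13). The satellite glia markers, which include Ednrb, lay lower as a list (median -0.08, camera adjusted p = 0.0298, and 0.434 with an estimated correlation). Cacna2d2 had 1349 ± 244 and 744 ± 186, a log2 fold change of -0.88 (SE 0.23), with -0.29 and -0.04 on its dim probe sets, and the metalloproteinase gene Mmp2 had -0.75 (SE 0.29). On this probe set the genotypes overlap for Mmp2, which is also a fibroblast marker of a list that lay lower with it (median -0.56, camera adjusted p = 8.46e-08, and adjusted p = 0.335 with an estimated correlation), and without control replicate 1 it had -0.45. On its other probe set Mmp2 had -0.84 (SE 0.22), with every Meis1cko mouse below every control mouse. Gng4, a G protein subunit gene, went the other way with 162 ± 33.4 and 439 ± 182, a log2 fold change of 1.37 (SE 0.31), with 1.07 and -0.04 on its other probe sets. The purinergic receptor gene P2rx7 had -0.44 (SE 0.20, and -0.25 without Meis1cko replicate 3) and the galanin receptor gene Galr1 -0.22 (SE 0.13) on their brightest probe sets.

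For 3 of these genes a dimmer probe set alone passed the thresholds of the paper's methods. A probe set of Grik1 had intensities of 20.6 in control and 65.6 in Meis1cko DRGs, with an adjusted p of 0.0631 in limma and of 0.00615 with the replicates paired, while the brightest had 2119 and 2543. A probe set of the motor protein gene Kif5c had 360 and 148, while the brightest had 7232 and 7488. For Galr1 the passing probe set had 43.3 and 19.9. The control mean of this Grik1 probe set lay below the 25th percentile of every array (20.8 at the lowest). So did the Meis1cko mean of this Galr1 probe set, and the fold changes of both are not exact. None of the 9 brightest probe sets passed the adjusted threshold over all probe sets, and 1 higher and 3 lower passed when adjusted over the list alone, which the study drew from these arrays. In the paired fit 1 higher and 5 lower did, with Mmp2 and P2rx7 among them. As a list they lay lower (camera, adjusted p = 0.00266), with an adjusted p of 0.335 with an estimated correlation. The list also lost its camera call with array weights (adjusted p = 0.107), without Meis1cko replicate 3 (0.057) and with both replicate 3 arrays left out (0.0560). It kept the call without control replicate 1 (3.76e-04).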

Microarray data showed that DE genes were strongly related to the pain pathway. We performed a series of acute and chronic pain assays in *Meis1cko* mice using *Meis1*^*F*/*F*^ littermates as controls to examine whether loss of *Meis1* in nociceptors affects the behavioral response to noxious stimuli. The rotarod test showed that the sensorimotor coordination of *Meis1cko* mice was similar to that of control littermates (Figure 5A). The response of mutant mice to intense mechanical pain induced by a pinprick was unimpaired (Figure 5B). In contrast, the threshold for the response to light mechanical pain delivered by von Frey filaments was increased in *Meis1cko* mice compared to control mice (0.43 ± 0.044 g in control mice vs. 0.58 ± 0.046 g in *Meis1cko* mice, *n* = 12 mice per group; *p* = 0.0187; Figure 5C). Next, we examined the response of mutant mice to innocuous touch, including static and dynamic stimulation. A sticky tape was attached to the hindpaw plantar surface to examine the static touch response of glabrous skin. The latency to remove the tape was obviously increased in mutant mice (72 ± 11 s for control mice vs. 101 ± 10 s for *Meis1cko* mice, *n* = 12 mice per group; *p* = 0.0445; Figure 5D), suggesting an impaired response to static touch. In addition, we placed sticky tape on the back of the mouse and counted the number of responses to the tape to assess the static touch response of the hairy skin. The response to this stimulus was moderately but not significantly decreased in *Meis1cko* mice (61 ± 8 in control mice vs. 46 ± 8 in *Meis1cko* mice, *n* = 10 mice per group; *p* = 0.187; Figure 5E). Furthermore, *Meis1cko* mice showed no change in response to stroking the hindpaw plantar surface with cotton swabs, indicating that a loss of Meis1 function does not affect the dynamic touch response (Figure 5F). Overall, the response of the foot to light mechanical pain and static touch was impaired in *Meis1cko* mice.

**Figure 5:**
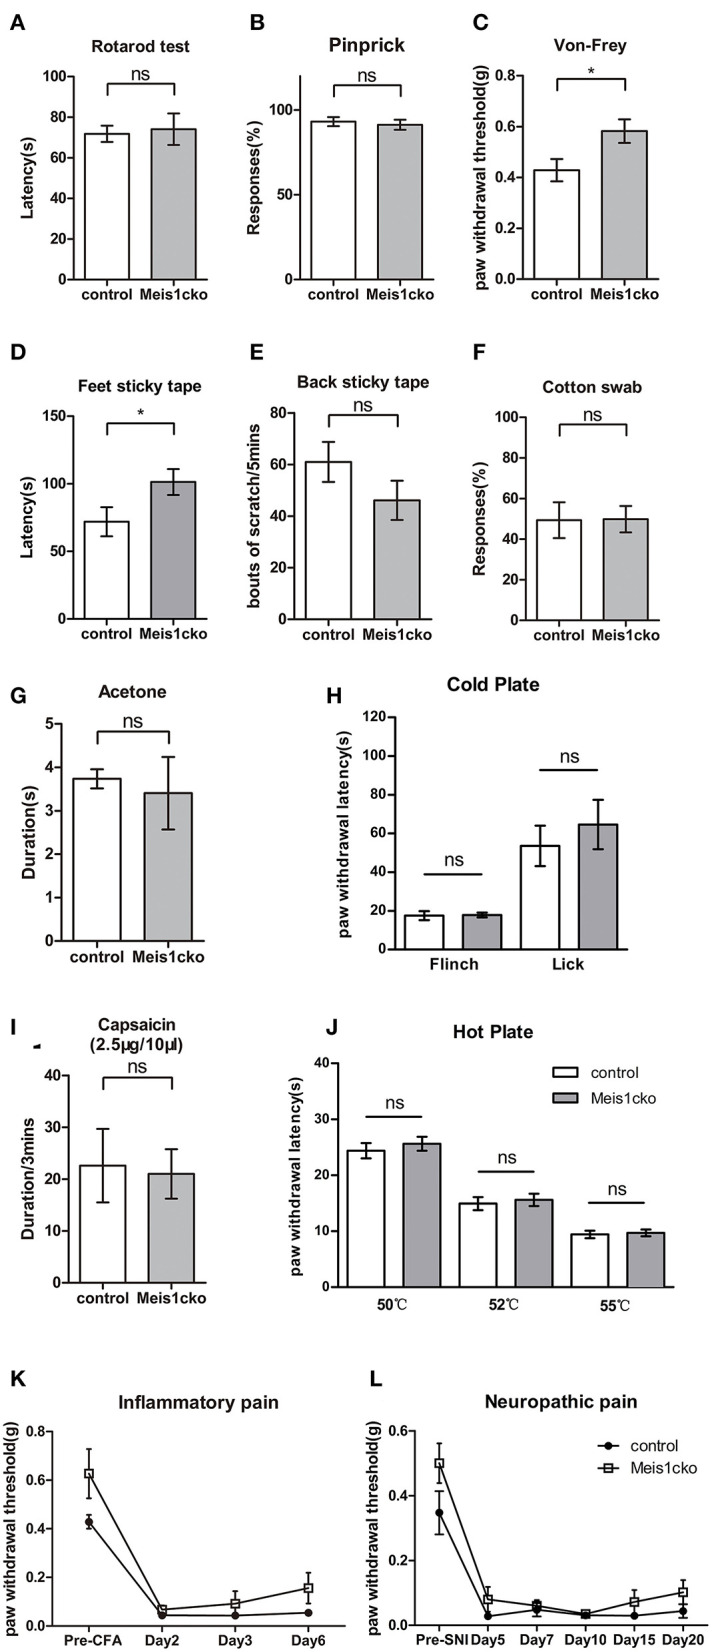
Attenuated response to static touch and light mechanical pain in *Meis1cko* mice. **(A)** The rotarod assay. Control and *Meis1cko* mice showed identical latencies to fall off the rotarod (*n* = 5 control mice, *n* = 4 *Meis1cko* mice; *p* > 0.05). **(B)** Acute mechanical pain assessed using the pinprick test. Control and *Meis1cko* mice showed no significant difference (*n* = 8 mice per group; *p* > 0.05). **(C)** Von Frey assay. *Meis1cko* mice showed a significantly higher withdrawal threshold than control littermates, and the threshold was increased from 0.43 ± 0.044 g in control mice to 0.58 ± 0.046 g in *Meis1cko* mice (*n* = 12 mice per group; *p* = 0.0187). **(D)** The latency to remove the sticky tape on the hindpaw was 72 ± 11 s for control mice and 101 ± 10 s for *Meis1cko* mice (*n* = 12 mice per group; *p* = 0.0445). **(E)** Number of scratching bouts to remove adhesive tape on nape hairy skin (61 ± 8 for control mice vs. 46 ± 8 for *Meis1cko* mice, *n* = 10 mice per group; *p* = 0.187). **(F)** Percent response to light stroking with a cotton swab (*n* = 12 mice per group; *p* > 0.05). **(G)** Cooling sensation tested by hindpaw exposure to acetone (*n* = 9 control mice, *n* = 8 *Meis1cko* mice; *p* > 0.05). **(H)** The latency of forepaw flinching or hindpaw licking on a 0°C cold plate (*n* = 10 control mice, *n* = 6 *Meis1cko* mice; *p* > 0.05). **(I)** The time that mice spent licking and flinching after the intraplantar capsaicin injection (*n* = 5 mice per group; *p* > 0.05). **(J)** Hot plate assay. No statistically significant difference was observed between control and *Meis1cko* mice at 50, 52, and 55°C (*n* = 12 mice per group, *p* > 0.05). **(K)** *Meis1cko* mice showed a normal response to CFA-induced inflammatory pain (two-way repeated ANOVA, *n* = 7 mice per group; *p* > 0.05). **(L)** *Meis1cko* mice showed a normal response to SNI-induced neuropathic pain (two-way repeated ANOVA, *n* = 6 control mice, *n* = 8 *Meis1cko* mice; *p* > 0.05). Error bars represent SEM. **(A–J)** Significant differences were determined using unpaired Student's *t*-test: *p < 0.05 ns, Not significant.

We then examined the response of mutant mice to cold and hot stimuli. Acetone evaporation on the skin rapidly reduces skin temperature to ~17°C, which is used to assess responses to innocuous cooling. Noxious cold and hot pain behaviors were examined with a cold plate assay and hot plate assay, respectively. *Meis1cko* mice exhibited no change in sensitivity to cold and heat stimuli compared to control littermates. The response to capsaicin-induced chemical pain was also not different between the two genotypes (Figures 5G–J). Both inflammatory and neuropathic pains induce chronic allodynia, and pain may be evoked by innocuous tactile stimuli. Inflammation in both control and *Meis1cko* mice was induced by injecting complete Freund's adjuvant (CFA) into the plantar pad of the hindpaw to establish inflammatory pain, as indicated by similar degrees of swelling in the hindpaws. Mechanical allodynia was not significantly different between control and *Meis1cko* mice (Figure 5K). We used the spared nerve injury (SNI) model to assess neuropathic pain. The development of mechanical allodynia following SNI remained intact in *Meis1cko* mice compared with control littermates (Figure 5L). In summary, the deletion of *Meis1* in Nav1.8 lineage nociceptors specifically impaired the response of glabrous skin to static touch and light mechanical pain but not intense mechanical pain, mechanical allodynia, or thermal and chemical pain.

### Changed Response to Chemical Itch in *Meis1* Mutants

We injected distinct pruritogens to induce chemical itch and assess whether the molecular defects in the *Meis1cko* DRG would affect itch behavior. LTD4 is an endogenous pruritogen evoking itch through the Cysltr2 receptor. Intradermal injection of LTD4 in the nape region induced a robust scratch response in control mice, while scratch bouts were obviously reduced in *Meis1cko* mice (136 ± 17 in control mice vs. 71 ± 10 in *Meis1cko* mice, *n* = 8 mice per group, *p* = 0.0046; Figure 6A), consistent with the decreased expression of Cysltr2 in mutant DRG. In contrast, a marginal but significant increase in the site-directed scratching response induced by the peptide SLIGRL-NH_2_ was observed in *Meis1cko* mice compared to control littermates (165 ± 13 in control mice vs. 216 ± 11 in *Meis1cko, n* = 10 mice per group, *p* = 0.0087; Figure 6B). The peptide SLIGRL-NH_2_ activates MrgprC11 to evoke itch, while the scratching bouts was significant decreased but not disappeared in *Mrgpr-/-* mice (Liu et al., 2011). Our microarray and *in situ* hybridization assays showed that MrgprC11 expression was largely unchanged in *Meis1cko* mice, suggesting that Meis1 may be involved in regulating the itch induced by SLIGRL-NH_2_ through another pathway. In addition, the itching response induced by the antimalarial drug chloroquine, the serotonin derivative α-Me-5-HT, Compound 48/80 and histamine was not significantly different between control and *Meis1cko* mice (Figures 6C–F). Transient receptor potential vanilloid type-1 (TRPV1) is activated by noxious heat and is also required for signaling histamine-dependent itch (Caterina et al., 1997; Shim et al., 2007). Transient receptor potential cation channel subfamily A member 1 (TRPA1) has been reported to respond to cold temperature and is required for transmitting histamine-independent itch (Bandell et al., 2004; Wilson et al., 2011). Intradermal injection of capsaicin or AITC in the cheek specifically activated TRPV1 or TRPA1 ion channels, respectively. Both scratching (itch) and wiping (pain) responses were comparable between *Meis1cko* mice and control mice (Figures 6G,H). Furthermore, mechanical itch tested by von Frey filaments was normal in mutant mice (Figure 6I).

**Figure 6:**
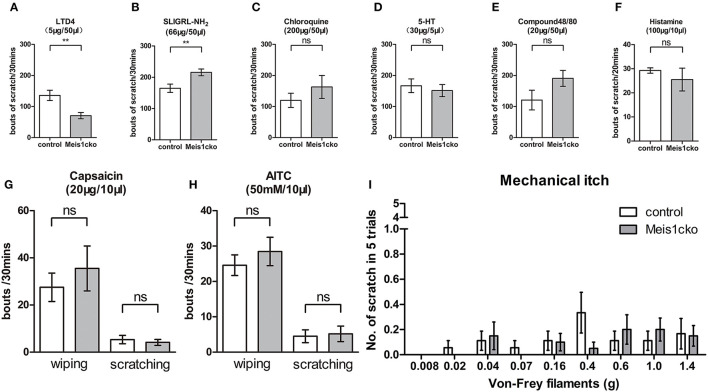
Attenuated response to LTD4-evoked itching in *Mesi1cko* mice. **(A)** The number of scratching events induced by LTD4 was significantly reduced in *Meis1cko* mice (136 ± 17 in control mice vs. 71 ± 10 in *Meis1cko* mice, *n* = 8 mice per group; *p* = 0.0046). **(B)** Scratching bouts induced by SLIGRL-NH_2_ were marginally but significantly increased in *Meis1cko* mice (165 ± 13 in control mice vs. 216 ± 11 in *Meis1cko* mice, *n* = 10 mice per group; *p* = 0.0087). **(C–F)** Control and *Meis1cko* mice showed comparable scratching behavior in response to an injection of chloroquine [*n* = 8; **(C)**], 5-HT [*n* = 9; **(D)**], or Compound 48/80 [*n* = 9; **(E)**] on the nape of mice, and histamine [*n* = 6; **(F)**] in the cheek. **(G,H)** Control and *Meis1cko* mice showed a normal response to an injection of capsaicin [*n* = 6; **(G)**] and AITC [*n* = 12; **(H)**] in the cheek. **(I)** The shaved napes were stimulated with different von Frey filaments to assess mechanical itch (*n* = 18 control mice, *n* = 20 *Meis1cko* mice). Error bars represent SEM. Significant differences were determined using unpaired Student's *t*-test: **p < 0.01 ns, Not significant.

## Discussion

### *Meis1* Is Required for the Late Differentiation of Nociceptor Subtypes

DRG neurons originate from neural crest cells that migrate from the roof plate of the fusing neural tube at the early embryonic stage. In the neurogenic phase, the neuronal determination gene *Neurogenin 2* (*Ngn2*) promotes the generation of TrkB+ mechanoreceptor precursors and TrkC+ proprioceptor precursors, while *Ngn1* is required for the formation of most TrkA+ nociceptor precursors (Ma et al., 1999). At E9.5, all sensory neurons initiate the expression of the transcription factors Brn3a and Islet1, which terminate neurogenesis and promote the induction of differentiation (Sun et al., 2008; Lanier et al., 2009). *Runx1* mRNA expression was first detected at E12.5. During embryonic stages, most TrkA+ nociceptors colocalize with Runx1, which plays a pivotal role in controlling the development of nociceptors. Conditional loss of Runx1 in Nav1.8 lineage neurons impairs the differentiation of multiple subgroups of nociceptors, including MrgprD+, MrgprA3+, Nppb+ and TH+ neurons (Abdel Samad et al., 2010; Lou et al., 2015; Qi et al., 2017). *Meis1* expression was first detected at E13.5, and the expression level gradually increased from E13.5-E17.5. The relatively late upregulation of Meis1 strongly suggests that Meis1 is not involved in the generation and early differentiation of nociceptors. Consistent with this hypothesis, the number and fate of *Meis1cko* DRG neurons were similar to those of control neurons. Our data showed that the molecular marker expression of various sensory neuron subtypes was largely unaffected in *Meis1cko* mice. Remarkably, *Meis1* mutation downregulated the expression of some late molecular markers, such as Cysltr2, Wfdc2 and Ceacam10. *Cysltr2* was first detected in the wild-type DRG at P7.5 (Supplementary Figure 4), while *Ceacam10* and *Wfdc2* were first detected in the wild-type DRG at P9.5 (data not shown). Furthermore, *Meis1* mutation impairs the behavioral response to static touch, light mechanical pain and chemical itch. Consequently, these data suggest that Meis1 may regulate the late differentiation and maturation of sensory neuron subtypes.

The Runx1-dependent transcription factor Zfp521 was detected in DRGs after E13.5 and was mainly expressed in TH+ C-LTMRs at P30. During development, Zfp521 is required to control the molecular identities of C-LTMRs and segregate TH+ neurons from MrgprD+ neurons (Lou et al., 2015). Meis1 is also involved in regulating the development of TH+ C-LTMRs, including the expression of Wfdc2 and Ceacam10. Nevertheless, TH and TAFA4 expression, which were markedly downregulated in both *Runx1cko* and *Zfp521cko* mice (Lou et al., 2013, 2015), were largely unaffected in *Meis1cko* mice. Therefore, the mechanism by which Meis1 controls the development of C-LTMRs is different from that of Runx1 and Zfp521.

Alignment of the DNA sequence in *Meis* genes shows high homology between *Meis1* and *Meis2* genes. These genes encode highly similar proteins. Both *Meis1* and *Meis2* constitutive knockout mice are embryonically lethal due to extensive hemorrhaging and cardiovascular defects. During eye development, *Meis1* and *Meis2* functionally compensate for each other, indicating a redundant relationship. In addition, deletion of both genes results in a more serious deficiency in the limb and the vertebrate axial skeleton compared to single mutation (Delgado et al., 2021; Dupacova et al., 2021; López-Delgado et al., 2021). In the developing DRG, almost all Meis1-expressing neurons coexpress Meis2, and Meis1 is expressed in a subset of Meis2+ neurons. Our findings prompted us to hypothesize that the lack of severe phenotypic defects in the *Meis1* single mutant is likely due to functional compensation by Meis2, which maintains the development of nociceptors. In the future, the construction of mice with a double conditional deletion of *Meis1* and *Meis2* in nociceptors would be helpful to clarify Meis function during nociceptor development.

Whether the behavioral deficits in response to static touch and light mechanical pain are due to the impaired C-LTMR differentiation and/or the changed expression of several genes related to pain pathway remains unclear and will need to be clarified in future studies. Our findings further reveal the molecular mechanism of nociceptor development. Moreover, our results showed that *Meis1* mutant mice exhibited impaired mechanical pain and chemical itch, and some of Meis1-dependent genes expressed ion channels or receptors related to pain and itch, such as *Cacna2d2, P2rx7* and *Cysltr2*. Thus, targeting these proteins may be promising for developing the novel therapeutic approach for pain and itch management.

### Meis1 Regulates the Development of C-LTMRs Along the Anterior-Posterior Axis

During skeleton and limb development, Meis proteins collaborate with position factors to establish anterior-posterior (AP) and proximo-distal (PD) patterning, which provide critical spatial information for body planning and the progressive development of distinct body segments. The sequential expression and activation of Hox during axial elongation is generally considered the translation of temporal information into spatial information (Deschamps and Duboule, 2017). ChIP-seq analysis shows that genomic Hox-binding sites highly overlap with Meis-binding sites, suggesting that Hox proteins bind to DNA by directly or indirectly interacting with Meis proteins. On the other hand, Meis-binding sites are also detected in the vicinity of *Hox* genes, suggesting that Meis proteins may regulate *Hox* gene transcription. Temporally and spatially dynamic Meis expression in limb buds controls the timing of activation and position of the HoxA complex, which are necessary for establishing limb PD patterning and proximal segments (Delgado et al., 2020). Moreover, Meis proteins are required to regulate the expression and activation of several patterning genes, including *Hoxd9, Hoxd13* and *Hand2*, which establish forelimb AP patterning (Delgado et al., 2021). Deletion of both *Meis1* and *Meis2* leads to limb agenesis. In addition, skeleton AP patterning is mediated by the Hox-Meis-Pbx complex (López-Delgado et al., 2021). Loss of Meis1 and Meis2 function produces axial skeletal defects in the cervical and thoracic regions, including anterior homeotic transformation of the cervical vertebrate and rib mispatterning. Taken together, Meis proteins play different roles at distinct axial levels. The development of the spinal cord and DRG is also controlled by AP patterning. The development stage of the anterior spinal cord segments occurs earlier than that of the posterior part. The relative proportions of various DRG neuron subtypes differ in distinct segments along the AP axis, such as C-LTMRs and proprioceptors (Sharma et al., 2020). In the present study, the expression of Wfdc2 and Ceacam10 in the *Meis1cko* cervical DRG was markedly decreased compared to that in the control DRG, yet their expression in the thoracic DRG was largely unchanged in *Meis1* mutants, suggesting that Meis1 may regulate the development of C-LTMRs along the AP axis. Our microarray data show that the expression levels of *Hox* and *Pbx* genes are similar between *Meis1cko* and control DRGs, indicating that Meis1 is not required for regulating the expression of these position factors. Further study is required to identify the molecular mechanism by which Meis proteins regulate the development of the DRG along the AP axis.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found at: https://www.ncbi.nlm.nih.gov/geo/, GSE199051.

## Ethics Statement

The animal study was reviewed and approved by Animal Care and Use Committee of Beijing Institute of Biotechnology.

## Author Contributions

ZC performed the research, analyzed the data, and wrote the manuscript. CH, FL, XJ, and YH performed the research. CC analyzed data and supervised the research. ZL designed, supervised the research, analyzed the data, and wrote the manuscript. All authors contributed to the article and approved the submitted version.

## Funding

This study was supported by National Natural Science Foundation of China (Grant 31371102).

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher's Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

How the deposited data were processed for this re-analysis (not part of the article)

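Total RNA of the cervical, thoracic and lumbar DRGs of 3 Meis1cko and 3 control mice at P60 (2 months of age) was measured on Affymetrix mouse genome arrays, 1 array per mouse and 1 colour, so that nociceptors, myelinated neurons, glia, vessels and connective tissue all contribute to each value. The authors read the images with the Affymetrix GeneChip Command Console, carried out the basic analysis in GeneSpring and took as differentially expressed the genes with a fold change over 1.5 and a p under 0.05 in t-tests. The deposited values are the authors' normalized intensity values on a linear scale. All values are above 0 and none is missing, the medians of the 6 arrays lie between 62.5 and 65.5, and the values are not centred per probe set. The method of summarising and normalizing the probes is not named in the paper's text, which leaves open how dim probe sets were treated before deposit.

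The intensities were taken to log2 with no offset, with values under 1 set to 1. The 64 control probe sets were left out of the tests. Gene symbols came from the array's annotation, which lists 1 gene for 34945 of the 45037 tested probe sets, several for 932 and none for 9160. The gene IDs of 34741 probe sets are in the RefSeq gene table of GRCm38.p6, which was used for names and for which genes neighbour each other. A gene is represented by the brightest of the probe sets listed for it alone, and values of other probe sets are given for some of the genes where they differ in sign or call. Meis1cko and control arrays were compared with lmFit and eBayes of limma 3.58.1 in R 4.3.3, without a replicate block, and p-values were adjusted by Benjamini-Hochberg over the 45037 probe sets with 0.05 as the threshold. For single genes whose groups do not overlap, an exact permutation test gives a two-sided p of 0.1, the smallest that 3 arrays against 3 allow.

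The genes named in the text were chosen by a rule written before the data were examined, when the values of Tables 1 and 2 had been seen. The rule takes every gene of Tables 1 and 2 and every gene the paper names beside the arrays. Per direction it takes the 10 genes with the largest fold change among those that pass the adjusted threshold, lie at or above the median intensity of all probe sets (64.8) and do not overlap between genotypes, with places left open filled by the genes with the smallest p under 0.01. It also takes up to 4 members, those with the smallest p, of each gene list the text describes. All 20 genes of the directional part came in by the filling rule. Members of a called probe set that is not the brightest of its gene, and genes named for having a called neighbour, were named after their values had been seen.

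Of 36 gene lists written at the same time, 7 hold genes the study names (Tables 1 and 2 and the markers named beside the arrays) and 29 come from general knowledge of DRG cell types, of pain and development genes and of other tissues. Some of the 29 share genes with Tables 1 and 2, among them the C-LTMR and Nppb+ neuron markers, and are to that extent not independent of these arrays. Each list was tested for the number of members higher or lower, over all probe sets and adjusted over the list alone, and with a camera test against all other genes with a preset correlation of 0.01. With that preset, 14 of the 36 lists had an adjusted p under 0.05, with an estimated correlation 0 did, and 2 did in fry. The 6 measured markers that the paper names beside the arrays were not shifted as a list (camera, adjusted p = 0.672), and adjusted over the list alone 0 were higher or lower, or 1 higher with the replicates paired (Scn10a, adjusted p = 0.0234 from limma).

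The labels number the arrays of each genotype from 1 to 3, and the paper does not say what the numbers stand for. Arrays of the same number deviated from their group means together, with correlations of 0.424, 0.535 and 0.766 for replicates 1, 2 and 3, and the numbers were therefore taken to pair the arrays. Correlations between different numbers were 0.337 and 0.319 for replicates 1 and 2 and between -0.60 and -0.52 where a replicate 3 array was involved, so that the pairing rests mostly on replicate 3. The first principal component, which separates the replicate 3 arrays from the others, holds 67.4% of the variance. The log2 difference of 3′ over 5′ control probe sets of Actb averaged 1.14 in Meis1cko and 0.984 in control DRGs and was higher in the Meis1cko array of each of the 3 pairs, and 3 arrays against 3 are too few for an exact test of it to pass 0.05.

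The alternatives tried were eBayes with a trend, array weights, the methods' t-test, Welch's test and a t-test on linear values, quantile normalization, centring on the median or the 75th percentile, filters at the 25th percentile and the median, offsets of 16 and 50, the replicate block, each replicate left out in turn, other ways of counting and averaging the probe sets of a gene, camera with an estimated correlation, and fry. Both replicate 3 arrays left out, the probe sets that match Table 2 and the methods' t-test counted as distinct genes were added after the data had been seen. The fits were tested on simulated data made from these arrays, with 50 of the 45037 probe sets changed per fold. Without the block, 0% of the 1.5-fold, 16.0% of the 2-fold, 70.0% of the 4-fold and 94.0% of the 8-fold changes were recovered with 0 false calls. With the block, 0%, 38.0%, 88.0% and 92.0% were recovered with 2 false calls. The gene sets behind the pathway enrichment, the in situ hybridization, RNAscope and behavioural measurements were not used here.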

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

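The tests of the replicate 3 arrays were chosen after the control probe sets had been seen, the level of the dimmer genotype and the fibroblast genes without control replicate 1 were looked at after the called probe sets and their values had been seen, and the other tests in this part were chosen before their results were. Groups of cell type markers that the paper does not discuss lay higher or lower in Meis1cko DRGs with the preset correlation of camera, and none did with an estimated correlation (adjusted p = 0.335 to 0.816). In addition, 7 probe sets passed the adjusted threshold in genes that the paper does not discuss.

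Lztfl1 (log2 fold change 4.44), Zfp874a (3.21), Zfp945 (2.66) and Ighm (2.36) were higher and Xaf1 (-4.97), Rps9 (-4.51) and Pnma2 (-2.73) lower in Meis1cko DRGs. With the replicates paired, 35 probe sets outside the nociceptor lists passed, in 30 genes with a place in the annotation. Strain DNA linked to the targeted Meis1 allele was tested as their source. On the chromosome of Meis1 lie 3.33% of these genes (Xaf1 alone) against 8.00% of all measured genes (exact hypergeometric p = 0.918). Controls of the paper's pain assays were Meis1F/F littermates, while its array methods name only control mice. If these were also Meis1F/F, both genotypes carry the linked DNA and the test cannot decide. Reads near background cannot be told apart, because 22.9% of the probe sets lie below the median level by the mean of both genotypes, but 18 of the 35 do so in the dimmer genotype, with Lztfl1 at 16.9 and Zfp874a at 15.4 in control DRGs. The share by the mean lies under 0.5 (exact binomial p = 0.00188), but a probe set that is bright in 1 genotype alone passes on that mean, so that it does not decide. Strain DNA in blocks elsewhere may account for part: 9 of the 30 genes have a called neighbour within 20 annotated genes (Lztfl1 with Lars2 and 2010315B03Rik, Zfp945 with Zfp994, Anxa4 with Arhgap25, Pdlim2 with Egr3), against a median of 0 in 10000 random draws (permutation p = 1e-04, the smallest they can give). A sequence variant or transcript form under single probe sets is a further candidate explanation, since 28 other probe sets at or above the median level, in 18 of these genes, changed by a median of 0.0720 times as much. A direct effect of Meis1 loss stays open and was not tested.

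The fibroblast markers had a median log2 fold change of -0.56, led by Lum, the meninges markers -0.25, the macrophage markers -0.23 and the satellite glia markers -0.0844, while the mural cell markers had 0.18 and the endothelial markers 0.0756. Fewer fibroblast or meningeal cells in the Meis1cko samples cannot be told apart from a change within the cells, because Col1a1, Col1a2, Col3a1 and Dcn had a median of -0.56, short of -0.67, which is 0.5 times the change of Lum, by less than their median standard error of 0.24, while without control replicate 1 their median was -0.32 against -0.64, short by more than the standard error of 0.18, so that 1 array decides the test. Fewer pigment cells cannot be told apart either as a source of the lower Tyrp1, because 0 of the 6 other pigment cell genes lay at or above the median level. Dct, Pmel, Tyr, Mlana, Slc45a2 and Oca2 were all below it. A change in these cells through Meis1 loss in nociceptors was not tested.

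The replicate 3 arrays of both genotypes stand apart. RNA degradation in those tissue samples is argued against, since the 3′ over 5′ log2 difference of the spike controls, which are added from outside, shifted by -1.54 with the tissue genes. The pattern was seen in the spikes, Actb and Gapdh, which all shifted the same way on both arrays. A different labelling of those RNA samples may account for it, since the hybridization controls, which are added after labelling, shifted by at most -0.0878. As 1 array of each genotype is affected, the shift is balanced between them, and no biological explanation was tested.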

How the results depend on the processing

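Both replicate 3 arrays left out, the probe sets that match Table 2 and the methods' t-test counted as distinct genes were chosen after the data had been seen. Wfdc2, Cysltr2 and Meis1 were lower under every alternative run. The log2 fold change of Wfdc2 passed the adjusted threshold with array weights (-1.56), with its replicates paired (-1.43) and with the mean of the probe sets of each gene (-1.43), and that of Cysltr2 with array weights (-0.69). The weights were 0.406, 7.55 and 0.341 for the Meis1cko and 0.811, 2.50 and 0.472 for the control arrays, so that the calls with array weights rest mostly on Meis1cko replicate 2 and control replicate 2. With the replicate block, 13 of the 106 named genes gained a call. They were 2010315B03Rik, Anxa4, Cnmd, Dynlt1f, Egr3, Lars2, Lum, Pdlim2, Pmp2, Tbc1d4, Tyrp1, Wfdc2 and Zfp994. Arhgap25, named only as a called neighbour and outside the 106, also gained one (adjusted p = 0.0171 from limma). Over all probe sets the block changed no other call of a named gene by its brightest probe set, of the 7 probe sets or of a gene list in camera. It ended both list calls of fry (adjusted p = 0.104 for the C-LTMR markers and 0.0797 for the apoptosis genes of Table 1), and the counts adjusted over the list alone that it moved are given beside those lists.

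Probe sets at an adjusted p under 0.05 numbered 4 higher and 3 lower. They numbered 20 and 17 with the replicate block, 93 and 84 with array weights, 17 and 9 with both replicate 3 arrays left out, 0 and 0 with the methods' t-test, with Welch's test and with a t-test on linear values, and 1 and 0 with an offset of 16 or of 50. The higher ones numbered 7 with quantile normalization, 7 with 75th percentile centring and 1 with the filter at the median. Leaving out 1 array gave 1 to 12 higher and 0 to 3 lower, with 12 and 3 without Meis1cko replicate 3, 1 and 0 without control replicate 1 or Meis1cko replicate 1, 1 and 1 without control replicate 2, 3 and 1 without control replicate 3, and 2 and 1 without Meis1cko replicate 2. At the paper's thresholds, 143 and 161 became 283 and 361 with array weights, 92 and 93 with the methods' t-test (73 and 78 distinct genes), 76 and 70 with Welch's test, 84 and 90 with a t-test on linear values, 62 and 72 with an offset of 50, 59 and 83 as genes by brightest probe set, and 312 and 271 with both replicate 3 arrays left out. The higher ones were 83 with the filter at the median and 93 with an offset of 16. Leaving out 1 array gave 134 to 432 higher (432 without Meis1cko replicate 3) and 103 to 298 lower (103 without control replicate 1, 290 without control replicate 3, 298 without Meis1cko replicate 1). The cause of these shifts was not tested.

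Too few other ways of splitting the 6 arrays exist to give a share under 0.05. The real split called 7 probe sets (1 of 10 splits with as many) and the highest other 0, and with the replicates paired it called 37 and the highest of the splits that part all 3 pairs 2 (1 of 4 with as many). At the paper's thresholds it passed 304 and the highest other 2088 (5 of 10 with as many), while the other splits that part all 3 pairs passed 35, 38 and 58 (1 of 4 with as many). The splits that passed 1453 to 2088 all put both replicate 3 arrays in 1 group, which points to a structure of the samples.

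The number of gene lists under 0.05 was 14 of 36, 8 with array weights, 9 with the mean of the probe sets, 0 with an estimated correlation, 2 with fry, and 8 to 15 with 1 array left out (8 without Meis1cko replicate 3). With an estimated correlation the adjusted p was 0.125 for the C-LTMR markers, 0.335 for the MrgprD+ neuron markers, 0.335 for the fibroblast markers and 0.125 for the mechanoreceptor and proprioceptor markers, and with fry 0.145, 0.362 and 0.145 for the last 3 of these. The MrgprD+ neuron markers also had 0.134 with array weights, 0.0557 with both replicate 3 arrays left out and 0.0289 to 0.144 with 1 array left out. The lists of Nppb+ neuron markers (0.0415 to 0.750 with 1 array left out, under 0.05 without Meis1cko replicate 1, and 0.253 the other way with both replicate 3 arrays left out), MrgprA3+ neuron markers (0.555 to 0.938), pain perception genes outside Table 1 (0.292 to 0.903), Table 1 genes of nervous system development (0.445 to 0.976) and nervous system development genes outside Table 1 (0.200 to 0.993, 0.888 with the filter at the median, 0.983 with fry) changed direction in some of these without a call in the new direction. So did the markers the paper names (0.824 with array weights), the TALE factors (0.927 with both replicate 3 arrays left out), the differentiation genes of Table 1 (0.731 with the mean of the probe sets) and the meninges markers (2.91e-04 to 0.998, the highest without control replicate 1).

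Log2 fold changes that changed sign were of genes that had not passed. With array weights these were Cntn2 -0.0310, Hrh1 0.0316, Plcb3 -0.0110, Rgs5 -0.40, Traf4 -0.0579 and Trpa1 -0.10. With the mean of the probe sets they were Arsk 0.41, Dcx 0.00869, Glce 0.36, Kif5c -0.36, Nedd4 0.17, Ntrk3 -0.00320, Prdx2 0.70 and Traf4 -0.0730. With both replicate 3 arrays left out Runx1 had -0.00234, and on the probe set that matches Table 2 Meis2 had -0.13. With 1 array left out the ranges were -0.46 to 0.00801 for Arsk, -0.0511 to 0.13 for Cntn2, -0.15 to 0.0408 for Glce, -0.36 to 0.0529 for Hrh1, -0.15 to 0.40 for Meis2, -0.19 to 0.0857 for Nedd4, -0.00398 to 0.10 for Nefh, -0.22 to 0.24 for Runx1, -0.49 to 0.10 for Sst, -0.32 to 0.0188 for Tafa4, -0.17 to 0.00426 for Tlx3, -0.0208 to 0.14 for Traf4, -0.10 to 0.0720 for Trpa1, -0.0744 to 0.27 for Tsc1 and -0.28 to 0.0575 for Wnt4. The cause was not tested. Of the 304 probe sets past the paper's thresholds, 218 lie at or above the median level.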

Differences from the paper's values

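The paper's number of upregulated genes is 64, and limma passed 143 probe sets at the paper's thresholds. For downregulated genes the paper's number is 81 and limma passed 161. Of the alternatives set before the data were examined, these lie within 1.5 times of the paper's numbers: the methods' t-test (92 higher, 93 lower), Welch's test (76 and 70), a t-test on linear values (84 and 90), an offset of 16 (93 and 113), an offset of 50 (62 and 72) and genes counted by their brightest probe set (59 and 83), with a filter at the median for the higher genes alone (83) and control replicate 1 left out for the lower genes alone (103). The fits with a trend, array weights, other scaling, a filter at the 25th percentile, the replicate block or another replicate left out do not, and neither do distinct genes (102 and 126). The methods' t-test counted as distinct genes gives 73 and 78 and was chosen after seeing the values. All 24 genes of Table 1 that pass at these thresholds with limma also pass with that test.

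For the p-values of Table 2, the paper's value for Meis1 is 0.0214 and that of limma 0.00434. The paper's value for Cysltr2 is 0.0099 and that of limma 0.00144. For Wfdc2 they are the paper's 0.0007 and 2.50e-05, for Ceacam10 the paper's 0.1003 and 0.0552, for Th the paper's 0.2750 and 0.151, and for Zfp521 the paper's 0.1233 and 0.0792. The methods' t-test, set before the data were examined, gives 0.0214, 0.00994, 7.05e-04, 0.100, 0.275 and 0.123 for these genes, and on the probe set that matches Table 2 it equals the paper's p at 4 decimals for all 12 measured genes. Welch's test also lies within 1.5 times of the paper's value for each of them except Meis1, and the t-test on linear values for each except Meis1 and Wfdc2. Leaving out Meis1cko replicate 1 does so for Meis1, Ceacam10, Th and Zfp521, and leaving out control replicate 2 for Ceacam10 and Meis1cko replicate 2 for Th. The fit with a trend does so for Ceacam10, quantile normalization and 75th percentile centring for Th and Zfp521, an offset of 50 for Th, and median centring and both filters for Zfp521. Both replicate 3 arrays left out, chosen after seeing the values, does so for Ceacam10. The other fits do not.

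The paper's mean intensities of Hrh1 are 41 in control and 35 in Meis1cko DRGs, and those of its brightest probe set are 126 and 112. None of the alternatives set before the data were examined comes within 1.5 times. The probe set that matches Table 2, chosen after seeing the values, has 40.6 and 34.9.

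Table 1 lists P2rx7, Tsc1, Traf4, Paqr5 and Wnt4 among the differentially expressed genes, and none of their probe sets passed both thresholds of the methods here, with brightest log2 fold changes of -0.44, 0.06, 0.06, -0.44 and -0.12. With array weights, Paqr5 passed (log2 fold change -0.61, unadjusted p = 6.72e-04), and no other fit run here passed any of them. Table 2 gives Meis2 as lower and its brightest probe set has a log2 fold change of 0.12, while the probe set that matches Table 2, chosen after seeing the values, has -0.13.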

Other observations

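The test of the genes beside Nav1.8 and the comparison of control replicate 1 with the other control arrays were chosen after the values had been seen. Of 12 fibroblast markers, 11 had a log2 fold change below 0, with -0.73 for the collagen gene Col3a1, -0.58 for Col1a2 and -0.75 for Mmp2 beside -1.34 for Lum, and as a list they lay below all other genes (camera, adjusted p = 8.46e-08), which did not hold with an estimated correlation (adjusted p = 0.335). Lum was lower when adjusted over the list alone, and 7 of the 12 were with the replicates paired. Control replicate 1 stood apart in several of these genes, with an intensity of 4905 for Col1a2 against 2965 and 2469 in the other control mice and of 1236 for the growth factor binding protein gene Igfbp6 against 414 and 752. Of the 3 control arrays it had the highest intensity for 11 of the 12 fibroblast, 14 of 14 macrophage, 7 of 8 meninges, 10 of 12 skeletal muscle, 7 of 8 bone marrow and 4 of 5 red blood cell markers. Examples of the last 3 are 478 against 126 and 45.8 for Mylpf, 1160 against 478 and 243 for Camp and 360 against 162 and 81.3 for Alas2. Without control replicate 1 the fibroblast markers still lay lower (adjusted p = 2.08e-05), and Lum had 913 and 1119 in the other control mice. The log2 fold changes without that array were -0.41 for Col3a1, -0.30 for Col1a2, -0.45 for Mmp2 and -1.275 for Lum.

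The mural cell markers lay higher (adjusted p = 7.16e-04, and 0.377 with an estimated correlation), with a log2 fold change of 0.76 for the smooth muscle actin gene Acta2, 0.47 for Tagln, 0.79 for Cnn1 (0.39 without Meis1cko replicate 1) and 0.29 for Rgs5. The endothelial markers did so too (adjusted p = 0.0307, and 0.335 with an estimated correlation), with 1.05 for Sox17, 0.60 for Sox18, -0.17 for Egfl7 and 0.31 for Tek.

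The macrophage markers lay lower (adjusted p = 0.0190, and 0.816 with an estimated correlation), with -0.90 for the mannose receptor gene Mrc1, -0.48 for C1qa, -0.42 for C1qc and -0.40 for Aif1. C1qa had -0.28 and Aif1 -0.19 without control replicate 1, and C1qc had -0.27 and Aif1 -0.23 without Meis1cko replicate 2. The macrophage markers did not pass without control replicate 1 (adjusted p = 0.903), Meis1cko replicate 2 (0.361) or Meis1cko replicate 3 (0.392). The satellite glia markers also lay lower (adjusted p = 0.0298, and 0.434 with an estimated correlation), with -0.36 for the potassium channel gene Kcnj10, -0.59 for the connexin gene Gja1 (-0.31 without Meis1cko replicate 3) and 0.24 for the glutamine synthetase gene Glul beside Ednrb, which Table 1 also holds. The meninges markers lay lower (adjusted p = 0.0307, and 0.816 with an estimated correlation), with -0.80 for Ptgds, -0.60 for Zic1, -0.45 for Slc6a13 and -0.23 for Slc13a4, and did not without control replicate 1 (adjusted p = 0.998). Leaving out 1 array gave -1.38 to -0.17 for Ptgds, -1.01 to -0.10 for Zic1 and -0.70 to -0.12 for Slc6a13. With 1 array left out the adjusted p reached 0.360 for the satellite glia and 0.292 for the endothelial markers. Adjusted over the list alone, 1 mural cell marker (Acta2) and 1 endothelial marker (Sox17) were higher, 1 satellite glia marker (Ednrb) was lower, and 0 macrophage and 0 meninges markers were. When the replicates were paired, 3 mural cell markers (Acta2, Tagln and Cnn1) and 2 endothelial markers (Sox17 and Sox18) were higher over the list alone, and 3 satellite glia (Ednrb, Kcnj10 and Gja1), 3 macrophage (Mrc1, C1qa and C1qc) and 3 meninges markers (Ptgds, Zic1 and Slc6a13) were lower. With the replicates paired, Lum passed over all probe sets and so did a dimmer probe set of Ptgds (log2 fold change -1.27, adjusted p = 0.00822), and no other brightest probe set of these lists did. Mmp2, Sox17 and Ednrb were picked by the study from these arrays.

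In the other 14 lists the adjusted p of camera lay between 0.166 and 0.907. They are the ion channels, Hox genes, axon injury genes, immediate early genes, genes of oxidative phosphorylation and glycolysis, the X-inactivation and Y-linked genes, and markers of Schwann cells, lymphocytes, neutrophils, red blood cells, adipocytes, skeletal muscle, spinal cord, and cartilage and bone. Over all probe sets 0 of their members passed, or 1 with the replicates paired (Egr3, lower). Adjusted over the list alone, 1 axon injury gene was higher (Sox11, adjusted p = 0.0431 from limma), and with the replicates paired so was the hexokinase gene Hk2, while Egr3 and the Schwann cell gene Ugt8a were lower.

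Strain DNA carried along with the gene of Nav1.8, whose promoter drives Cre, was tested as a source of the called genes. Of the 30 genes, 0 lie within 100 annotated genes of Scn10a (exact hypergeometric p = 1), where chance alone would give 0.141. With so few expected, a count of 0 cannot decide. Linked DNA beyond this window and an insertion of the transgene elsewhere were not tested.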
